# Prolactin enhances T regulatory cell promotion of breast cancer through the long form prolactin receptor

**DOI:** 10.1016/j.tranon.2021.101195

**Published:** 2021-08-07

**Authors:** Kuan-Hui Ethan Chen, Mrinal Ghosh, Lorena Rivera, Samuel Lin, Anil Kumar, Srividya Swaminathan, Mary Y. Lorenson, Ameae M. Walker

**Keywords:** Prolactin receptor knockdown, Prolactin, Tumor Treg recruitment, Epithelial to mesenchymal transition, TGF-β1, IL-10, CTLA-4, PRLR, prolactin receptor, LFPRLR, long form prolactin receptor, SMO, splice modulating oligomer, GFP, green fluorescent protein, Treg, T regulatory cell, Teff, T effector cell

## Abstract

Previous work has shown systemic knockdown of the long form prolactin receptor (LFPRLR) *in vivo* markedly reduced metastasis in mouse models of breast cancer, but whether this translated to prolonged survival was unknown. Here we show that LFPRLR knockdown in the highly metastatic, immunocompetent 4T1 model prolonged survival and reduced recruitment of T regulatory cells (Tregs) to the tumor through effects on the production of CCL17. For the Tregs still recruited to the primary tumor, LFPRLR knockdown both directly and indirectly reduced their ability to promote tumor parenchymal epithelial to mesenchymal transition. Importantly, effects of prolactin on expression of mesenchymal genes by the tumor parenchyma were very different in the absence and presence of Tregs. While systemic knockdown of the LFPRLR downregulated transcripts important for immune synapse function in the remaining tumor Tregs, splenic Tregs seemed unaffected by LFPRLR knockdown, as demonstrated by their continued ability to suppress anti-CD3/CD28-stimulated effector cell proliferation at 1–5 months. These results demonstrate that knockdown of the LFPRLR achieves intra-tumor immunotherapeutic effects and suggest this occurs with reduced likelihood of peripheral inflammatory/autoimmune sequelae.

## Highlights

• Systemic knockdown of the long form prolactin receptor *in vivo* increases survival in an aggressive, immunocompetent model of stage IV, triple negative breast cancer.
• Knockdown of the long form prolactin receptor reduces Treg recruitment to tumors by reducing tumor parenchymal production of CCL-17.
• Those Tregs still recruited to primary tumors have a substantial reduction in their ability to promote epithelial to mesenchymal transition of tumor parenchyma.
• For the Tregs in the primary tumor, there is transcript downregulation of components of the T cell receptor complex and CTLA-4.
• Tregs outside of the tumor have normal ability to suppress T effector cell proliferation after 1–5 months of treatment.
• Knockdown of the long form of the prolactin receptor therefore seems to have an intra-tumor immunotherapeutic effect without effect on peripheral Treg function.

## Introduction

The extra-parenchymal tumor microenvironment includes a complex extracellular matrix, many types of stromal cells, and local accumulations of cytokines and chemokines produced by both parenchymal and stromal cells, sometimes sequestered by components of the extracellular matrix. Stromal cells that may contribute to the progression of cancer include fibroblasts, endothelial cells and various immune cells [1]. Immune cells, including antigen-presenting cells and effector lymphocytes, initially mount a response against transformed cells, but with continued inflammation there is recruitment of T regulatory cells (Tregs) that dampen the response, allowing the tumor cells to flourish [2]. Thus, accumulation of Tregs is associated with a worse prognosis in almost all cancer types [3], [4], [5], [6].

In addition to preventing immune clearance of tumor cells, Tregs also play other important roles in tumor progression, particularly in metastasis [7], [8], [9], [10]. Because of these roles, therapeutics targeting Tregs are proving to be effective treatments for many cancers. However, several studies have indicated that targeting Tregs with current immunotherapeutics can result in development of a variety of inflammatory disorders and autoimmune diseases [11], [12], [13], [14], [15], [16], an issue considered in the current study.

Although best known for its role in lactation, prolactin is also known to promote the development and progression of breast and other cancers [17], [18], [19]. Elevated serum prolactin levels and increased expression of the long form prolactin receptor (LFPRLR) on tumor parenchyma are associated with higher risks of cancer progression [20], [21], [22]. In addition, prolactin is an autocrine/paracrine factor that promotes tumor cell survival, proliferation and invasion [18,19,23]. Recently, we and others showed that prolactin promotes tumor metastasis *in vivo* [24,25]; in our study, we more specifically showed it was prolactin working through the long rather than short forms of the PRLR [24]. However, whether this was a direct effect of prolactin on tumor parenchyma or through stromal cells, or both, was not determined.

The prolactin receptor (PRLR) belongs to the type I cytokine receptor family and prolactin has effects on many, if not all, leukocytes [26], [27], [28], [29], [30], [31]. Intriguingly, and unlike other immune cells that only express the PRLR upon activation, Tregs constitutively express the PRLR [32], thereby suggesting constant modulation of Treg function by prolactin.

Here we demonstrate the effect of systemic knockdown of the LFPRLR on Treg-parenchymal interactions in an aggressive, syngeneic breast cancer model. We report increased survival of these immunocompetent animals and decreased representation of Tregs in the tumor stroma. For the residual tumor Tregs, we report almost complete downregulation of expression of molecules involved in the production of an immune synapse, and a decreased ability to promote epithelial to mesenchymal transition (EMT), all accomplished without effect on the ability of peripheral Tregs to suppress effector cell proliferation.

## Materials and methods

### Splice-modulating oligomers (SMO)

The splice-modulating and control oligomers, linked to octaguanidine dendrimers for cell/tissue penetration ability *in vivo,* were custom synthesized by Gene Tools (Philomath, Oregon). The sequences of the LFPRLR SMOs were designed to bind to the intron-exon junctions specific to the LFPRLR in mouse or human, as described and characterized previously [24]. The control oligomer [24] has no binding to DNA or mRNA in human or mouse.

### Animals

Female, immunocompetent Balb/c mice with EGFP expression under the control of the Foxp3 promoter (#0,006,769), immunodeficient NOD-SCID (NOD.Cg-*Prkdc^scid^*/J) mice (#001,303), and hyperprolactinemic, lupus-prone MRL-lpr (MRL/MpJ-*Fas^lpr^*/J mice (#000,485) were obtained from Jackson Labs, Sacramento, CA. The study was limited to female animals because of the 100:1 ratio of breast cancer in females *versus* males. All animal experimentation was approved by the University of California Institutional Animal Care and Use Committee.

### Tumor cell lines

The mouse (4T1, ATCC CRL-2539^TM^) and human (BT-474, ATCC HTB-20) breast cancer cell lines, newly purchased from ATCC to ensure their authenticity, were routinely cultured in RPMI 1640 supplemented with 10% FBS. To ensure expression of the PRLR, cells used for all studies were under 15 passages and in most experiments were below passage 7.

### Survival trials

Twenty-five hundred 4T1 syngeneic or human BT-474 breast cancer cells were suspended in 50% Matrigel (BD biosciences, #354,248) in a volume of 50 µl and gently injected into the fourth mammary fatpad of 8-week old Foxp3^+^EGFP Balb/c or NOD-SCID mice, respectively, as described previously [24]. Treatment utilized 28-day Alzet® minipumps (#2004, Durect, Cupertino, CA), began on day 2 after cell inoculation, and pumps were replaced as needed. The pumps delivered 100 pmoles/h/mouse of either the Control SMO or LFPRLR SMO (mouse or human sequence, as appropriate). As described previously [24], mice receiving BT-474 cells (both Control SMO- and PRLR SMO-treated) also received recombinant human PRL. In some trials, primary tumors were removed when they became palpable. Animal health was recorded daily, and the experiment was terminated when there was only 30% survival in the control group. Animals in control and PRLR SMO groups were randomly selected, coded by ear marks, housed together 5/cage, and handled daily.

### Analysis of tumor Tregs

To ensure an adequate number of tumor Tregs for analysis, 10 million 4T1 cells were injected into 8-week old Foxp3^+^EGFP Balb/c mice, as above, and tumors were harvested at 12 or 28 days after inoculation. Treatment with Control SMO or LFPRLR SMO was at the same dose of 100 pmoles/h/mouse. Tumors were dissociated with Accutase (Innovative Cell Technologies Inc, # AT-104) prior to flow sorting or cytometry.

### Flow cytometric analyses

Based on forward and side scatter characteristics, live cells were gated. For analysis of surface and intracellular markers, fluorescence minus one (FMO) and isotype controls were used for gate setting, respectively. Fc blocking and directly conjugated antibodies were used to distinguish CD4^+^and CD8^+^cells and Tregs. Tregs were identified as CD4^+^, CD25^+^ and EGFP^+^, with the EGFP fluorescence derived from activity of the Foxp3 promoter. Pilot studies indicated that LFPRLR SMO treatment downregulated CD3 in tumor Tregs. Gating therefore began with CD4 positivity in order not to underestimate Tregs. Cells are therefore reported as CD4^+^ or CD8^+^ cells and not as CD4^+^or CD8^+^*T* cells.

For analysis of cytokine production, cells were pretreated with 0.0026% Golgistop (BD Biosciences #554,724) for 4 h to block cytokine release before surface marker staining. Cells were then fixed, permeabilized (BD Bioscience 554,722) and stained with fluorophore-conjugated antibodies specific for each cytokine.

All antibody information can be found in Supplementary Table I. Flow cytometry was performed on a BD FACS Canto II and data were analyzed by Flowjo software.

### RNAseq of tumors and tumor Tregs

Six Foxp3^+^EGFP Balb/c mice, inoculated with 10 million cells, were treated with Control SMO and 6 with LFPRLR SMO for 12 days. Total RNA was extracted from primary tumors with Trizol (Invitrogen # 15,596,018) and quantified/assessed for purity by nanodrop. Equal amounts of RNA from each animal were combined to a single tube per treatment. The rRNA was then depleted (New England Biosciences E6310S) and the cDNA library constructed (Kapa Biosystems KK8400). The constructed Control SMO and LFPRLR SMO cDNA libraries were multiplexed and subjected to Illumina MiSeq analysis. Using the statistical environment R (R Core Team, 2014), expression values were extracted from .gtf files using the hisat2/stringtie [33].

For RNAseq of tumor Tregs, Tregs were sorted on the basis of Foxp3 positivity from an additional set of accutase-dissociated primary tumors from 12-day Control SMO- or LFPRLR SMO-treated Foxp3^+^EGFP Balb/c mice (*n* = 6 for each treatment) and RNA extracted and processed, as above. The RNAseq results of both whole tumor (including Tregs) and tumor Tregs alone are available on NCBI Gene Expression Omnibus (GEO) with the accession number GSE111329.

### Treg migration assay

4T1 cells were incubated in serum-free RPMI 1640 medium (5 × 10^6^ in 7 ml) with or without 100 ng/mL prolactin for 1 h and the conditioned medium collected as the chemoattractant for a Transwell™ assay. Ten million splenocytes, isolated from Foxp3^+^EGFP Balb/c mice were placed in the upper chamber (5 μm pore size, Corning 3421) and 1 mL conditioned medium from 4T1 cells with or without prolactin treatment was added to the lower chamber in the presence or absence of 1 μg/mL mouse anti-CCL17 or anti-CCL22 antibody (R & D systems, AF529, AF479, respectively). Cells that migrated into the lower chamber in 1 h were collected and analyzed by flow cytometry. Treg numbers were deduced from the percentage of CD4^+^ cells that were EGFP^+^.

### Co-culture of Tregs to examine epithelial to mesenchymal transition

Tumor Tregs from an additional set of animals, sorted as EGFP^+^ cells from Foxp3^+^EGFP BALB/c mice, were *ex vivo* treated with 1 μM Control SMO or LFPRLR SMO for 48 h in RPMI supplemented with 10% FBS. The medium containing the SMO was then removed by pelleting and resuspension of the Tregs. Ten thousand Tregs were transferred to each well of a 96-well plate and co-cultured with 10,000 4T1 cells in the presence or absence of 100 ng/mL recombinant prolactin in serum-supplemented medium for 48 h. Tregs were then washed away and the adherent 4T1 cells were processed to examine expression of mesenchymal markers by quantitative real-time PCR (qRT-PCR).

In other experiments, tumor Tregs were sorted from *in vivo* Control SMO- or LFPRLR SMO-treated Foxp3^+^EGFP Balb/c mice. Ten thousand Tregs were then co-cultured directly with an equal number of 4T1 cancer cells for 48 h. Tregs were then washed away and the adherent 4T1 cells were processed to examine expression of the same EMT markers. qRT-PCR was performed using a Biorad CFX system and results were normalized to *Gapdh*. Primer sequences are listed in Supplementary Table II.

### Treg suppression assay

Foxp3^+^ Tregs and Foxp3^−^ splenocytes were sorted from spleens of non-tumor bearing Foxp3^+^EGFP Balb/c mice treated for 1, 2, 3 or 5 months with Control SMO or LFPRLR SMO. Twenty thousand Foxp3^−^splenocytes were plated 1) either alone with stimulation by anti-CD3e/CD28 antibodies (5 μg/mL of anti-CD3e, BD #550,275 and 2 μg/mL of anti-CD28, BD #553,295) in the presence of IL-2 (20 IU, Sigma Aldrich #I2644), 2) with stimulation by anti-CD3/CD28 antibodies in the presence of IL-2 and 5000 Foxp3^+^ Tregs from Control SMO-treated mice, or 3) with stimulation by anti-CD3/CD28 antibodies in the presence of IL-2 and 5000 Foxp3^+^ Tregs from LFPRLR SMO-treated mice. At day 4, another 20 IU of IL-2 was added to the medium to support cell proliferation. The cells were cultured for a total of 7 days. Cells from each group were collected at day 7 and labelled with red fluorescence (PKH26, Sigma-Aldrich, MINI26). The number of red fluorescent cells reflected the final number in the different groups. Non anti-CD3/CD28-stimulated splenocytes were used as the negative control (background reading). Green fluorescence was used to measure any potential contribution to the final cell number by proliferation of Foxp3^+^ Tregs rather than effector cells. There was no difference in green fluorescence intensity after the 7-day incubation in any treatment. Thus, the difference in red fluorescence reflected the relative proliferation of splenocytes elicited by anti-CD3/CD28 stimulation in the absence or presence of Control SMO- or LFPRLR SMO-treated Tregs.

### Treatment of MRL-lpr mice

Six-week old, non-tumor bearing MRL-lpr mice were implanted with Alzet minipumps delivering the same dose of either Control SMO or LFPRLR SMO. Pumps were changed after 28 days and spleens were harvested after 56 days of treatment when the animals were 14 weeks of age.

### Statistical analyses

Kaplan Meier plots illustrated differences in survival, effects on survival were determined by the Mantel-Cox test, and the Hazard ratio was calculated by the Mantel-Haenszel method. Data illustrated by histograms are expressed as the mean ± SD. For mouse replicates, individual values are also shown. Results of pilot experiments/previous studies were used to perform power analyses. Sample size for probability of Type I error <0.05 and *Power (1-β)* >0.8 was calculated. For two sample comparisons, a simple *t-*test established significance. Multiple comparisons used ANOVA. All statistical analyses used Graphpad Prism software. Results were considered significant when *p* < 0.05.

## Results

### LFPRLR SMO treatment of immunocompetent tumor model improves survival

We have previously shown that LFPRLR SMO treatment inhibited metastasis in both the 4T1 syngeneic Balb/c and BT-474 human xenograft NOD-SCID mouse orthotopic breast cancer models [24]. To determine whether this translated to an effect on animal survival, survival was examined in both models. The LFPRLR SMO improved survival in all trials in the syngeneic model but was most effective if the primary tumors were surgically removed when they became palpable (day 14 after inoculation) in a manner similar to accepted clinical treatment (Fig. 1A). The plot shows survival once deaths began to occur, which was 19 days after inoculation. However, differences in survival did not begin to appear until about day 25. The mice receiving the LFPRLR SMO had substantially improved survival (*p* value =0.02) and the Hazard ratio of LFPRLR/Control SMO was 0.36, Fig. 1A). By contrast, there was no difference in survival in the human xenograft model whether primary tumors were removed or not, or after alternative tumor initiation by transplant of an already palpable tumor (data not shown).

**Fig. 1:**
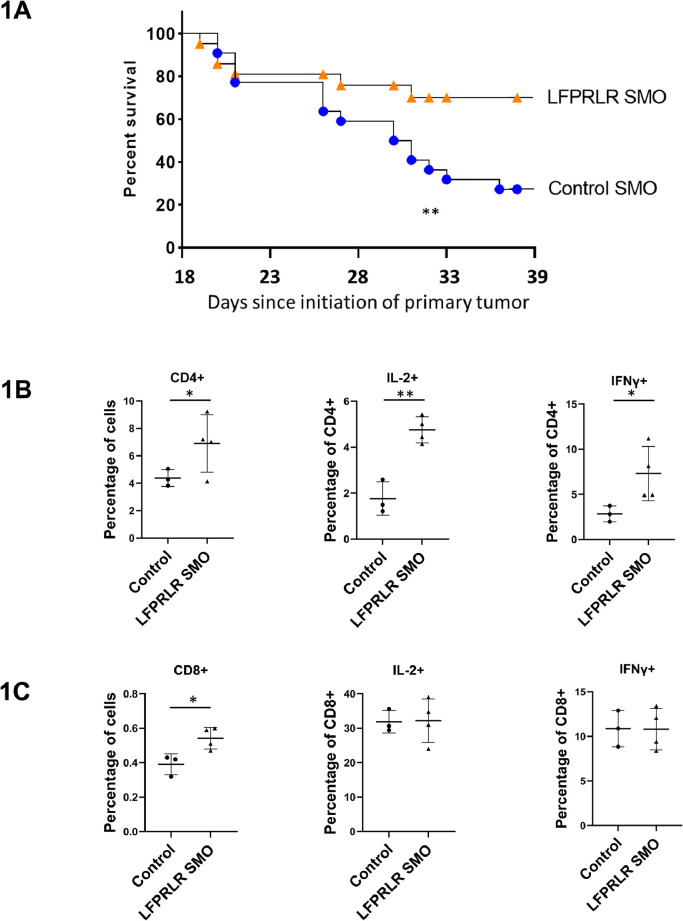
LFPRLR Knockdown Extended Survival and Enhanced Evidence of Adaptive Immune Responses to the Tumor. LFPRLR SMO treatment improved survival in the syngeneic, 4T1 Balb/c mouse model (A). Mice were orthotopically inoculated with 2500 breast cancer cells and tumors were surgically removed when palpable 14 days later. The graph shows results once deaths began to occur, which was 19 days after inoculation. After orthotopic inoculation of 10 million 4T1 breast cancer cells into Balb/c mice, treatment with LFPRLR SMO increased CD4^+^ and CD8^+^ percentages (percentages of total viable tumor cells) and the state of activation of the CD4^+^ cells within the tumor at day 28 (B&C). The results in B&C were derived from at least 3 mice per group. For the survival experiments, *n* = 21 for LFPRLR SMO and *n* = 22 for control SMO treatment. Data are presented as mean ± SD. (*p < 0.05, ** *p*<0.01).

Although clearly there are many differences between the two models, both in the breast cancer cells themselves as well as the host mouse, one major difference is the presence *versus* absence of adaptive immunity.

### LFPRLR SMO increased effector cells and decreased Tregs in the tumors

Although we had previously shown an increased tumor infiltration by CD4^+^ and CD8^+^cells in response to LFPRLR knockdown, those studies examined tumors at a later stage (42 days) when there were many fewer cells and large-scale necrosis (24). To gain a fuller picture of what was happening at a time when the two survival curves began to diverge, we examined tumors 28 days after tumor cell inoculation. We found higher percentages of CD4^+^ cells within the tumor (percentage of combined tumor parenchymal and stromal cells) in response to LFPRLR SMO treatment. We also observed that these CD4^+^ cells were activated at a higher frequency, as assessed by their production of IL-2 and IFNγ (Fig. 1B). Similarly, CD8^+^cells constituted a higher percentage of tumor cells but, unlike more established tumors [24], the extent of their activation at this 28-day timepoint was not different between treatments (Fig. 1C). No difference in IL-2 or IFNγ mean fluorescence intensity (MFI) for the activated tumor CD4^+^ or CD8^+^ cells was observed (data not shown). While CD4^+^ and CD8^+^ cells constituted a greater percentage of the tumor, there was no general systemic effect on CD4^+^ or CD8^+^ percentages in the thymus, spleen or blood (Fig. S1A-F).

In contrast to total CD4^+^cells, treatment with LFPRLR SMO reduced the percentage of Tregs within the tumor microenvironment (Fig. 2A). To determine whether this was possibly secondary to systemic diminution of Tregs, we again examined the thymus, spleen, and blood. There was no evidence of changes in the percentage of Tregs in these organs in response to LFPRLR SMO (Fig. 2B-D).

**Fig. 2:**
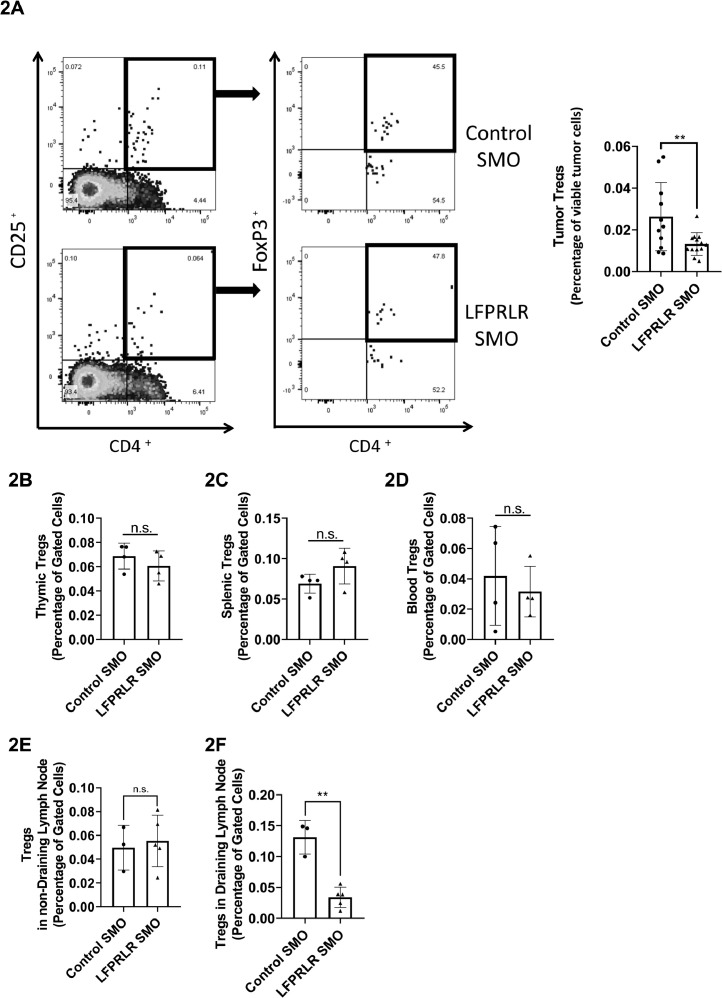
LFPRLR SMO Reduced Infiltration of Tumor by Tregs *in vivo.* Ten million 4T1 breast cancer cells were orthotopically inoculated and tumors were analyzed on day 12. The Treg percentage of viable cells in the tumor was significantly reduced in mice treated with LFPRLR SMO (A) (*n* = 13 for LFPRLR SMO and *n* = 11 for Control SMO). In a subset of these animals, Treg percentages as a function of total viable cells in the organ were examined. There were no effects of LFPRLR SMO treatment on thymic (B), splenic (C), or circulating (D) Tregs or Tregs in the non-tumor draining, contralateral inguinal lymph node (E). A consistent reduction of Tregs was found in the tumor-draining, ipsilateral inguinal lymph node (F). Data are presented as mean ± SD. (** *p*<0.01).

With orthotopic tumor development, metastatic spread is most frequently *via* the mammary-draining lymphnode. Compared to the contralateral node, the tumor-draining lymphnode had a much higher percentage of CD4^+^ cells (82 *versus* 8%); this was not significantly impacted by LFPRLR SMO, but there was a trend towards a further increase (Fig.S1G, H).The tumor draining lymphnode also had threefold the percentage of Tregs and treatment with LFPRLR SMO normalized to contralateral lymphnode levels (Fig. 2E, F).

Treatment with LFPRLR SMO also showed a trend towards reduction of Tregs in the liver, which is a major site of metastatic spread (*p* = 0.0511). This occurred without effect on total liver CD4^+^ and CD8^+^ cells (Fig. S2A-C).

### Prolactin signaling through the LFPRLR is important to tumor Treg recruitment

Serum-free medium, conditioned by 4T1 cells for 1 h, showed no significant chemoattractive properties for Tregs. However, with prolactin-stimulation, the 4T1 cell conditioned medium produced increased Treg migration (Fig. 3A). To determine whether prolactin, rather than substances produced by 4T1 cells in response to prolactin, was chemoattractive, Transwell™ assays were conducted with prolactin-supplemented, serum-free, non-conditioned medium. As previously-published [34], we found no chemoattractive properties of prolactin itself under these experimental conditions (not shown). Thus, prolactin stimulation of 4T1 cells results in the production of a chemoattractant for Tregs.

**Fig. 3:**
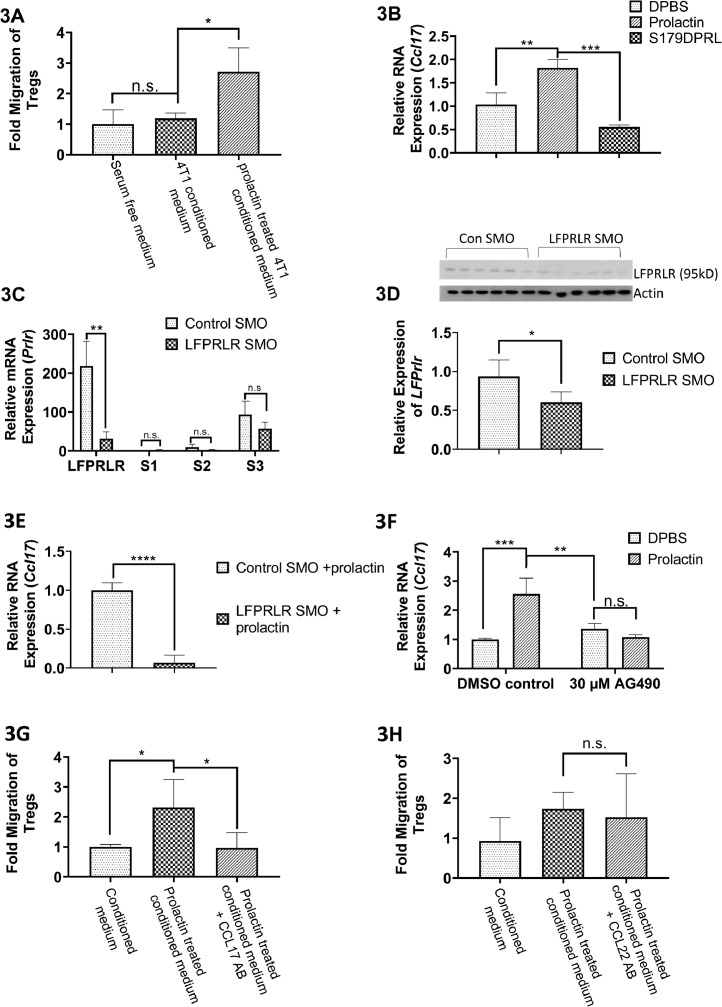
Prolactin Stimulates Treg Migration and CCL17 Is Important for Prolactin-Mediated Treg Recruitment. 4T1 cells were incubated *in vitro* in 100 ng/mL prolactin in serum-free medium for 1 h and the conditioned medium was used for the lower chamber in Transwell™ migration assays. Splenocytes from untreated Foxp3+Balb/c mice were placed in the upper Transwell™ chambers and the number of Tregs that migrated into the conditioned medium in 1 h was recorded. Conditioned medium, collected from *in vitro* prolactin (100 ng/mL)- stimulated 4T1 cells, was able to enhance migration of Tregs (A). *Ccl17* transcripts were increased in 4T1 cells after 48 h of prolactin treatment (100 ng/mL) (B). Treatment with the selective prolactin receptor modulator, S179DPRL (100 ng/mL), by contrast, reduced expression (B). An equal volume of Dulbecco's PBS was used as the vehicle control. Treatment of 4T1 cells with 1 μM LFPRLR SMO for the same period (48 h) almost completely knocked down LF*prlr* without effect on mRNA for the short forms of the receptor (C). This translated to an approximately 40% reduction in LFPRLR protein, as assessed by Western blot (D). The same pretreatment with LFPRLR SMO prevented *Ccl17* mRNA induction in the presence of prolactin (100 ng/mL, 48 h) compared with 1 μM Control SMO (E). 30 μM AG490, given as a 2 h pre-incubation, blocked prolactin-induced *Ccl17* mRNA expression (F). Addition of CCL17 antibody into the conditioned medium derived from 1 h prolactin-stimulated 4T1 cells eliminated migration of Tregs in response to conditioned medium (G), whereas an antibody against CCL22 was without effect (H). All experiments were performed 3 times using triplicate wells on each occasion (*n* = 3). For Transwell™ experiments, four independent analyses (*n* = 4) were performed. Data are presented as mean ± SD. (*< *p* 0.05, ** <*p* 0.01).

The known chemoattractants for Tregs are CCL17 and CCL22 [5]. As shown in Fig. 3B, prolactin stimulation of 4T1 cells *in vitro* (48 h, 100 ng/ml) induced *Ccl17* expression while the selective PRLR modulator, S179DPRL (18), had the opposite effect. There was no significant effect of prolactin on *Ccl22* expression (data not shown here but present in RNAseq results GEO: GSE111329).

When 4T1 cells were treated with LFPRLR SMO for 48 h prior to treatment with prolactin under the same conditions, LFPRLR SMO almost completely knocked down expression of the LFPRLR, with no significant effect on expression of the short forms of the receptor (Fig. 3C). This translated to an ∼40% decrease in LFPRLR protein under the same conditions (Fig. 3D). LFPRLR SMO also markedly decreased the ability of prolactin to induce *Ccl17* expression in 4T1 cells (Fig. 3E). The major signaling difference between prolactin and S179DPRL and between the LFPRLR and short forms of the PRLR that remain after LF knockdown, is use of the Jak2/Stat5 pathway by prolactin and the LFPRLR [17,18,35]. To further establish a role for PRLR signaling in *Ccl17* induction, 4T1 cells were treated with the Jak2 inhibitor, AG490, and then stimulated with prolactin. When the Jak2 inhibitor, AG490, was present in the culture medium, induction of *Ccl17* by prolactin in 4T1 cells was eliminated (Fig. 3F).

To further substantiate the role of CCL17 in prolactin-stimulated 4T1 recruitment of Tregs, an antibody against CCL17 was added to the prolactin-stimulated cancer cell-derived conditioned medium and the migration of Tregs was measured. As seen in Fig. 3G, addition of anti-CCL17 antibody eliminated the ability of prolactin treatment to increase Treg migration. When the same experiment was performed with an antibody against CCL22, there was no effect (Fig. 3H).

To link the in *vitro* work to *in vivo* conditions, whole tumors from Control SMO or LFPRLR SMO treatments were analyzed by RNAseq. 

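The whole tumor data came from primary 4T1 tumors of Foxp3+EGFP Balb/c mice, treated for 12 days with Control SMO or LFPRLR SMO at 100 pmoles/h/mouse. 4T1 is a mammary carcinoma line of Balb/c mice, and an SMO is an antisense oligomer that binds pre-mRNA at intron-exon junctions and changes how it is spliced. Equal amounts of RNA from 6 mice were combined in 1 tube per treatment, depleted of rRNA and sequenced. Each treatment is therefore 1 library of 6 pooled mice, and no difference between the libraries has a replicate check. The deposited values are transcripts assembled on the mouse genome build mm10 by Cufflinks, each with its FPKM (fragments scaled to transcript length and library size), 95% bounds on that FPKM, and no gene name. The paper's methods name HISAT2 and StringTie, and the submitters' processing notes add Cufflinks and Cuffdiff. There were 22481 transcripts with Control SMO and 31908 with LFPRLR SMO. Each was assigned here to the gene of the GENCODE M21 annotation (GRCm38, the same assembly) with which it shared at least 1 intron or, failing that, at least 50% of its exon bases, and the FPKM of a gene's transcripts were summed. This placed 14766 and 14721 transcripts by a shared intron and 3595 and 4807 by exon overlap, and left 4120 and 12380 without a gene, for Control SMO and LFPRLR SMO in turn. A total of 9602 genes had a value with Control SMO and 9639 with LFPRLR SMO. The files hold no read counts. As a measure of depth, 1 FPKM stood for a mean read depth of 1.88 over a transcript with Control SMO and 1.75 with LFPRLR SMO. No transcript was listed at 0, so a gene with no assembled transcript has no value. Very short transcripts can carry a very large FPKM. With Control SMO, a single transcript of 96 bases on chromosome 13, from 97190539 to 97190634, held 85.0% of the summed FPKM, and transcripts below 300 bases together held 99.4%, against 87.2% with LFPRLR SMO. Rescaling FPKM to TPM (values scaled to the same sum in each library) therefore adds 4.55 to the log2 ratio of every gene. The log2 ratio of the 2 sums was 1.81 without that transcript and 0.15 over transcripts of at least 300 bases. FPKM was therefore kept as the measure. A gene broken into several partial transcripts has its FPKM counted once per part. To limit this, the FPKM of every transcript was also multiplied by the exon bases it shares with a gene and divided by the length of the gene's longest annotated transcript, and summed per gene (the exon-weighted value), a choice made after seeing the data. This sum also takes in transcripts that were assigned to another gene or to none, so a gene without an assigned transcript can have an exon-weighted value.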

A substantial, but less pronounced reduction in *Ccl17* was observed with LFPRLR SMO when analyzing the mixed cell population of the tumor rather than pure 4T1 cells (relative mean expression from 6 animals/group from 1.92 to 0.985). 

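*Ccl17*, which encodes a chemokine that attracts T cells bearing the receptor CCR4, had no listed transcript in the whole tumor values of either treatment, so neither library gives it an FPKM or a ratio here. The gene lies on chromosome 8 of GRCm38 from 94810453 to 94812036, on the plus strand, and has 1 annotated transcript of 514 bases. No transcript of any kind overlapped this interval. Among listed transcripts whose length was within 20% of 514 bases, the lowest FPKM was 1.87 with Control SMO, over 1497 transcripts, and 1.81 with LFPRLR SMO, over 2809 transcripts. These levels describe the listed transcripts and do not show that *Ccl17* was not expressed. *Ccr4*, the gene of its receptor, also had no listed transcript in either library. The paper uses the comparison of whole tumors to link its work on cultured 4T1 cells to tumors in mice.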

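*Ccl22*, the gene of a second chemokine that binds CCR4, had no value in either whole tumor library. It lies on chromosome 8 of GRCm38 from 94745590 to 94751699, on the plus strand, with 1 annotated transcript of 2216 bases, and no listed transcript overlapped this interval with Control SMO or LFPRLR SMO. Transcripts within 20% of its length were listed down to an FPKM of 0.211 with Control SMO and 0.327 with LFPRLR SMO. A ratio between treatments could not be computed for *Ccl22* here.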

Once again, no reduction in *Ccl22* expression by LFPRLR SMO was observed (GEO: GSE111329). Thus, CCL17 is a major factor involved in Treg recruitment by 4T1 cells in response to physiological prolactin working through the LFPRLR.

### Tumor Tregs from LFPRLR SMO-Treated mice lost the ability to drive epithelial to mesenchymal transition of tumor cells

The preceding experiments were concerned with recruitment of Tregs to tumors. Next, we asked whether there was also an effect of prolactin working through the LFPRLR on the metastasis-promoting function of Tregs. Tumor Tregs were sorted from LFPRLR SMO- or Control SMO-treated mice and then placed in co-culture with fresh 4T1 breast cancer cells *in vitro* in the presence of prolactin (100 ng/mL) for 48 h. Knockdown of the LF*Prlr* in these sorted, naturally activated Tregs was complete (from a mean relative expression derived from RNAseq of 0.732 in 6 animal tumors from Control SMO-treated animals to 0 in LFPRLR SMO-treated animals). 

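For the tumor Treg data, cells were sorted by Foxp3-EGFP, the green fluorescent protein under control of the gene of the Treg transcription factor, from dissociated tumors of an additional 6 mice per treatment. RNA was pooled and sequenced as for whole tumor, which again gives 1 library per treatment with no replicate check. The deposited values were made with StringTie 1.2.3 on mm10, which assembled transcripts with the help of a reference annotation and gave each a coverage, an FPKM and a TPM. The 4838 transcripts under the Control SMO label and the 4838 under the LFPRLR SMO label were equal in coordinates, coverage, FPKM and TPM, all 4838 of them, and the headers of both name the same control input. They were counted as 1 set of values, and no difference between treatments can be computed from it. Of the 4838 transcripts, 2366 carry a gene symbol, 1686 were assigned to a gene by a shared intron and 498 by exon overlap, and 288 had no gene. Transcripts without a symbol were listed only from an FPKM of 2.64 and a coverage of 2.5, while those with a symbol were also listed at lower values, 235 of them at 0. The coverage that stood for 1 FPKM was 0.947. Although rRNA had been depleted, *Rn45s*, the ribosomal RNA precursor on chromosome 17 from 39842997 to 39848829, took 72.3% of the sum of FPKM times transcript length.
In these values, no T cell gene was listed, and genes of monocytes and macrophages were abundant. *Foxp3* itself, *Cd4* and *Il2ra* had no listed transcript, nor did any of 22 T cell genes, and 3 of 22 genes of a Treg signature were listed, *Tnfrsf9* at an FPKM of 9.56, *Entpd1* at 2.74 and *Nt5e*. Of 23 genes of monocytes and macrophages, 21 were listed, among them *Apoe*, an apolipoprotein, at 231, *Lyz2*, lysozyme, at 67.1 and *Ctss*, a lysosomal protease, at 57.3. The libraries of whole tumor listed 21 and 20 of these 23 genes. Of other cell types, 8 of 23 genes were listed for 4T1 epithelial cells, 3 of 19 for fibroblasts and 0 of 16 for endothelial cells, fewer than in whole tumor, while 6 of 14 for neutrophils and 5 of 13 for dendritic cells were no fewer than the 5 and 3, and 5 and 5, of whole tumor.

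**Figure D1:**
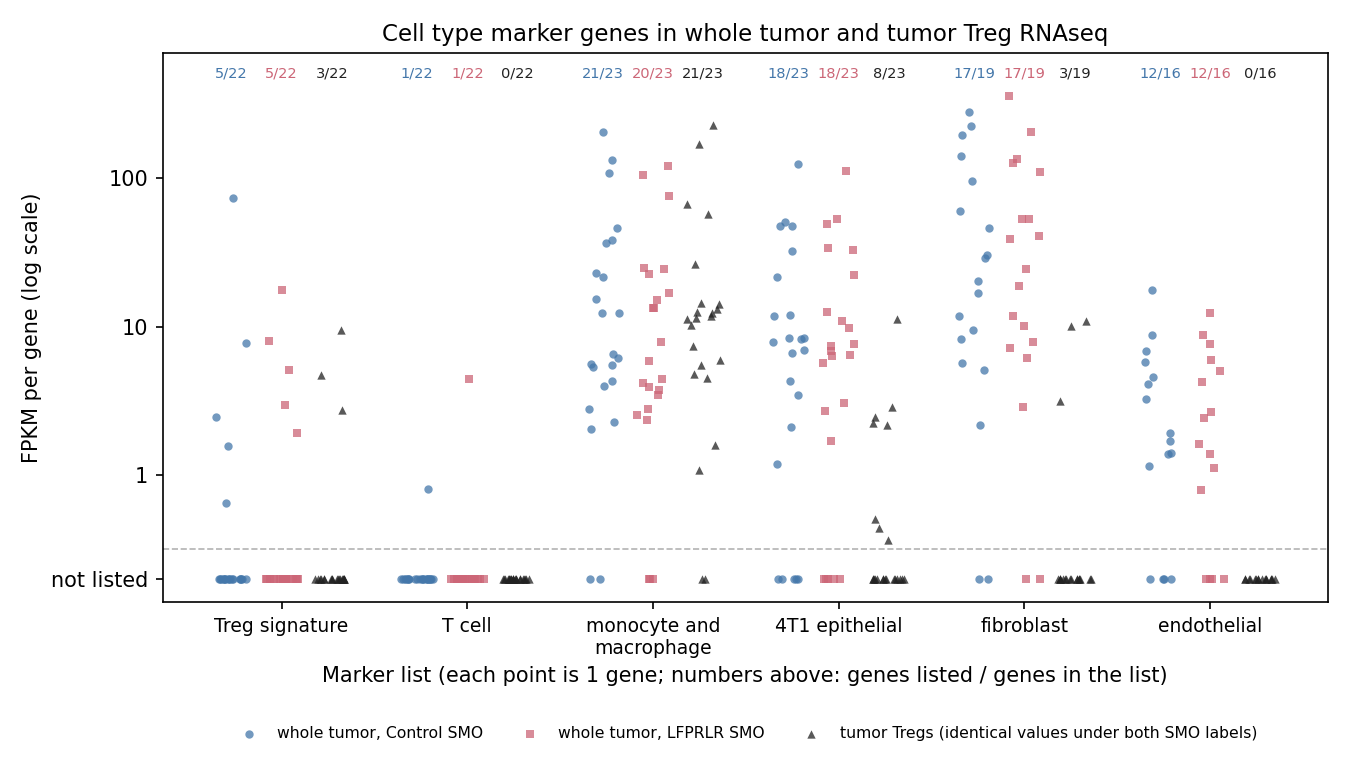
FPKM (log scale, vertical axis) of marker genes of 6 cell types (horizontal axis) with Control SMO in whole tumor, with LFPRLR SMO in whole tumor, and in the tumor Treg values that are identical under both labels. Each point is 1 gene of 1 library, genes with no FPKM above 0 lie below the dashed line, and the numbers give the genes listed out of the genes in the list. In the tumor Treg values 21 of 23 monocyte and macrophage genes and 0 of 22 T cell genes have a value. Whole tumor and tumor Treg FPKM come from different programs and were normalized separately.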

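*Prlr*, the gene of the prolactin receptor, had no listed transcript in the tumor Treg values under either label. The gene lies on chromosome 15 of GRCm38 from 10177238 to 10349180, on the plus strand, and its 4 annotated transcripts run from 1190 to 9900 bases. No listed transcript overlapped any part of this interval, so no form of the receptor, long or short, has a value in this set. Of 17 genes of prolactin and JAK/STAT5 signaling, 6 were listed, among them *Socs3*, a STAT-induced inhibitor of cytokine signaling, at an FPKM of 7.40, *Pim1*, a STAT5 target kinase, at 5.51, *Grb2* at 3.61 and *Ccnd1* at 2.56. *Jak2*, *Stat5a* and *Stat5b*, which carry the signal of the long form, were not among them. *Prlr* was also without a listed transcript in both whole tumor libraries.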

After the 48 h co-culture, the non-adherent tumor Tregs were removed and the expression of mesenchymal genes in the adherent 4T1 cells was analyzed by qRT-PCR (*i.e.* in this experiment, the analyzed 4T1 cells were not themselves treated with LFPRLR SMO or Control SMO). In 4T1 cells co-cultured with tumor Tregs collected from LFPRLR SMO-treated mice, the expression of all 4 examined mesenchymal markers was lower than in 4T1 cells co-cultured with tumor Tregs collected from Control SMO-treated mice (Fig. 4A). Thus, either a direct impact of LFPRLR SMO treatment on tumor Tregs or an indirect effect on the Tregs due to LFPRLR SMO treatment on other tumor cell types or elsewhere *in vivo* negatively impacted the ability of tumor Tregs to drive EMT in epithelial tumor cells.

**Fig. 4:**
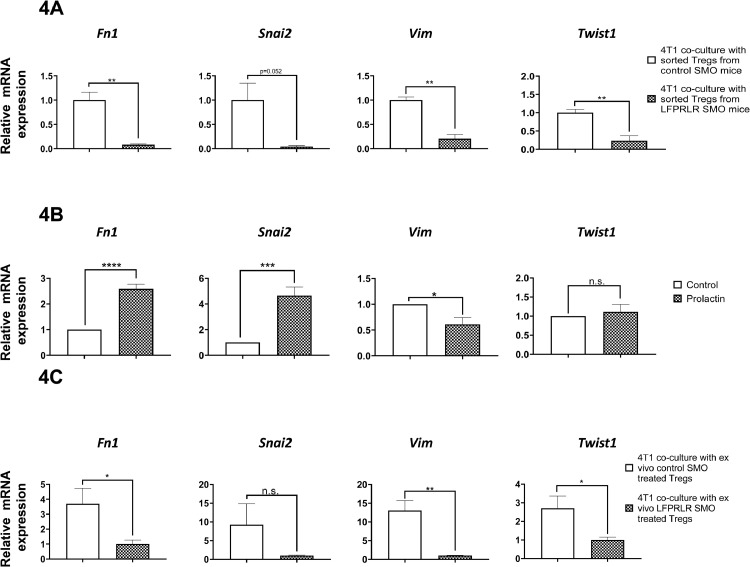
Tumor Tregs from LFPRLR SMO-Treated Mice Lost the Ability to Drive Epithelial to Mesenchymal Transition of Tumor Cells.Tumors were produced in 8-week-old female Foxp3^+^EGFP Balb/c mice by injecting 10 million 4T1 syngeneic breast cancer cells into the mammary fatpad. The mice were then treated with either the LFPRLR SMO or Control SMO for 12 days. Tumor Tregs were then sorted and ten thousand 4T1 cells were co-cultured with the same number of tumor Tregs from Control SMO- or LFPRLR SMO-treated mice. Prolactin (100 ng/mL) was added to the co-culture to mimic physiological conditions and the co-culture was performed for 48 h, after which time the Tregs were washed away and the 4T1 cells analyzed for expression of mesenchymal markers. Co-culture of 4T1 cells with tumor Tregs directly sorted from *in vivo*-treated animals showed reduced mesenchymal gene expression with tumor Tregs from LFPRLR SMO-treated mice (A). To analyze direct effects of prolactin on mesenchymal gene expression in 4T1 cells, 10,000 4T1 cells were treated with 100 ng/mL prolactin for 48 h without Tregs. Expression of *Fn1* and *Snai2* was induced by prolactin. However, the expression of *Vim* was reduced, while no effect was noted for *Twist1.* These data are derived from multiple trials in which expression in the controls was normalized to 1 (B). To determine direct effects of prolactin on tumor Tregs, Tregs were sorted by flow cytometry from untreated tumor-bearing female Foxp3 GFP^+^ Balb/c mice. The sorted tumor Tregs were then treated *ex vivo* with 1 μM Control SMO or LFPRLR SMO for 48 h. Ten thousand of these *ex vivo-*treated tumor Tregs were then co-cultured with 10,000 4T1 cells in the presence of 100 ng/mL prolactin for another 48 h. The tumor Tregs were then washed away. Like in panel A, 4T1 cells co-incubated with Control SMO-treated Tregs expressed higher mesenchymal markers (C). All co-culture experiments were performed 4 times with triplicate wells (*n* = 4) and data are presented as mean ± SD. (*p < 0.05, ** *p*<0.01).

To further dissect this result, we asked whether the prolactin in the incubation, which was included to replicate the *in vivo* situation, had any direct effect on mesenchymal gene expression in the 4T1 cells or whether the whole of the difference between control and LFPRLR SMO-treatment was *via* the Tregs. 4T1 cells were therefore treated with prolactin in the absence of Tregs and the expression of mesenchymal markers was analyzed. In the absence of Tregs, treatment of 4T1 cells with prolactin significantly stimulated the expression of *Fn1* (*Fibronectin)* and *Snai2 (Snail2),* reduced expression of *Vim (Vimentin)* and had no effect on *Twist1* (Fig. 4B). The *Fn1* and *Snai2* results indicate that some of the *in vitro* co-culture response was due to a direct effect of prolactin on the 4T1 cells. However, the degree of response supports an additional indirect effect *via* the Tregs: compare 2-fold difference with prolactin in Fig. 4B with 10-fold difference in Fig. 4A for *Fn1*, and 4- fold difference with prolactin in Fig. 4B with 12-fold difference in Fig. 4A for *Snai2*. For *Vim*, prolactin has the opposite effect in the presence *versus* absence of Tregs (compare panels in 4A with 4B). For *Twist1*, prolactin had no direct effect on the 4T1 cells. Therefore, all effects of LFPRLR SMO for both *Vim* and *Twist1* in Fig. 4A were *via* Tregs.

As the tumor Tregs in Fig. 4A were collected from animals treated systemically with the LFPRLR SMO or Control SMO, the change of function in tumor Tregs with LFPRLR SMO treatment could possibly have been secondary to changes in other cells within the tumor microenvironment. To investigate whether the loss of ability to promote a mesenchymal phenotype indeed came from knockdown of the LFPRLR in Tregs themselves, we isolated tumor Tregs from untreated Foxp3^+^EGFP Balb/c mice and *ex vivo* treated with 1 μM Control SMO or LFPRLR SMO for 48 h. These tumor Tregs therefore came from the same tumor microenvironment *in vivo* and only differed in LFPRLR expression *ex vivo*. These *ex vivo* treated tumor Tregs were then co-cultured with 4T1 cells as before and the expression of mesenchymal genes in the 4T1 cells was then examined. The expression of 3 of the mesenchymal genes in 4T1 cells was lower when cultured with LFPRLR SMO-treated tumor Tregs *versus* Control SMO-treated tumor Tregs (Fig. 4C), as was the case with *in vivo* treatment (Fig. 4A). The fourth gene, *Snai2* showed a similar trend, but the difference was not statistically significant (Fig. 4C). Thus, a significant portion of the stimulatory effect of Tregs on the expression of mesenchymal genes in 4T1 cells is *via* an effect of prolactin directly on the Tregs.

### LFPRLR SMO treatment does not affect a classical measure of Treg immune-suppression

Tumor Tregs contribute to immune tolerance of tumor parenchyma. We therefore asked whether LFPRLR SMO had any impact on the immune suppressive function of tumor Tregs. Treatment with the LFPRLR SMO showed no effect on tumor Treg IL-10 or TGF-β1 content or cell surface CTLA-4 after 12 days of treatment, either as a proportion of CD4^+^ CD25^+^ Foxp3^+^ cells that expressed these molecules or the MFI for each (Fig. 5B-D). 

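In the tumor Treg values, which are identical under the Control SMO and LFPRLR SMO labels, *Tgfb1*, the gene of TGF-β1, had an FPKM of 8.84 from 1 transcript, while *Il10* and *Ctla4* had no listed transcript. *Tgfb1* lies on chromosome 7 of GRCm38 from 25687002 to 25705077. *Il10* lies on chromosome 1 from 131019845 to 131024974 and has 1 annotated transcript of 1310 bases. *Ctla4*, which encodes an inhibitory receptor carried by Tregs, lies on chromosome 1 from 60887000 to 60915832, with a longest annotated transcript of 1933 bases. No listed transcript overlapped *Il10* or *Ctla4*. Because the set holds the same values under both labels, an effect of LFPRLR SMO on these 3 genes could not be measured from it.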

At the mRNA level, RNAseq analysis (GEO: GSE111329) of sorted Tregs again showed no effect of LFPRLR SMO on expression of the immunosuppressive cytokines, *Tgf-β1* and *Il10.* However, *Ctla-4* relative mean expression from 6 animals was reduced from 2.235 in Control SMO-treated to 0.156 in LFPRLR SMO-treated. At the same time, there was no significant effect on whole tumor *Ctla-4* expression.

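In the whole tumor libraries, *Ctla4* had no listed transcript with Control SMO or with LFPRLR SMO. Transcripts within 20% of the length of *Ctla4* were listed down to an FPKM of 0.211 and 0.346, in turn. Other T cell genes were also mostly without a listed transcript, which does not show that they were unexpressed. Of 22 T cell genes, only *Tcf7*, a transcription factor of naive and memory T cells, was listed, at 0.803 with Control SMO and 4.46 with LFPRLR SMO, and the exon-weighted values were 0.517 and 0.791. Of 22 genes of the Treg signature, 5 were listed in each library, and *Foxp3* was not among them. *Lrrc32*, which encodes GARP, a surface protein that binds latent TGF-β, was at 0.647 with Control SMO and 2.99 with LFPRLR SMO, and at 0.159 and 1.10 as exon-weighted values. *Nt5e*, which encodes the ectoenzyme CD73, was at 74.1 with Control SMO and 17.8 with LFPRLR SMO, and at 19.6 and 17.3 as exon-weighted values. *Entpd1*, which encodes the ectoenzyme CD39, was at 2.45 and 8.08, and at 2.43 and 1.87 as exon-weighted values.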

**Fig. 5:**
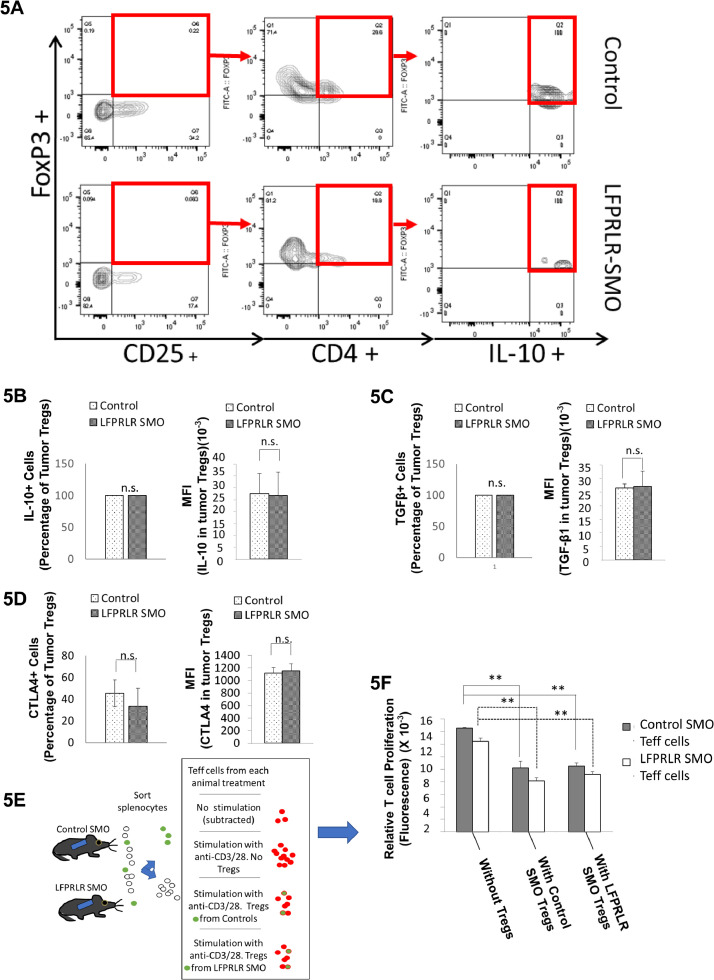
Effects of LFPRLR SMO Treatment on Tumor and Splenocyte Tregs. An example of flow cytometry gating showing IL-10 in tumor Tregs from Control SMO- or LFPRLR SMO-treated mice 12 days after inoculation of ten million 4T1 breast cancer cells (A). Although the number of Tregs was decreased, neither the percentage of tumor Tregs that produce IL-10 (B) or TGF-β1 (C) nor the production of IL-10 (B) or TGF-β1 (C) per cell, assessed as mean fluorescence intensity (MFI), was affected by LFPRLR SMO treatment. In addition, neither the percentage of cells with surface CTLA-4, nor the amount of surface CTLA-4 per tumor Treg was affected (D). Diagram of an experiment to determine the long-term effect of LFPRLR knockdown on the proliferation of splenic T effector (Teff) cells and the regulatory ability of Tregs. After sorting out Tregs, Teffs were stimulated with anti-CD3/CD28 in the absence and presence of Tregs from control SMO- or LFPRLR SMO-treated Foxp3^+^EGFP mice (E). LFPRLR SMO had no effect on the proliferation of anti-CD3/CD28 activated-splenocytes in the absence of Tregs (F, left 2 bars). Co-culture of LFPRLR SMO-treated splenic Tregs with anti-CD3/CD28-activated splenocytes had an indistinguishable suppressive effect compared to Control SMO-treated splenic Tregs. (For A-D, *n* = 12 for LFPRLR SMO treatment and *n* = 24 for Control SMO treatment). Panel F was derived from 6 replicates at 1, 2,3 and 5 months of treatment. Data were indistinguishable and were therefore combined. Data are presented as mean ± SD. (** *p*<0.01).

To determine whether LFPRLR SMO affected the ability of peripheral Tregs (*i.e.* those not within the tumor) to suppress effector cell proliferation, we treated non-tumor bearing animals (Foxp3^+^EGFP Balb/c mice) for up to 5 months with Control SMO or LFPRLR SMO and then isolated splenocytes. This experiment is diagramed as Fig. 5E. After sorting out the Tregs *via* EGFP positivity, we asked 1) whether there was any effect of LFPRLR SMO treatment on the ability of effector cells to proliferate in response to anti-CD3/CD28 and 2) whether treatment with LFPRLR SMO altered the ability of splenic Tregs to inhibit this response. As seen in Fig. 5F, there was no difference in proliferation of splenocytes, from which the endogenous Tregs had already been removed, in response to anti-CD3/CD28 stimulation whether the splenocytes came from animals treated with Control SMO or LFPRLR SMO (left pair of bars).

To test the regulatory capacity of the Tregs from Control SMO- or LFPRLR SMO-treated animals, sorted Tregs from spleens of treated animals were incubated with splenocytes (minus Tregs) from either Control SMO- or LFPRLR SMO-treated animals. The proliferation of splenic cells collected from Control SMO-treated mice (gray bar) was inhibited when co-cultured with Tregs either from Control SMO- or LFPRLR SMO-treated mice. The same degree of inhibition was observed for proliferation of splenocytes from LFPRLR SMO-treated mice (white bar) when co-cultured with Tregs either from Control SMO- or LFPRLR SMO-treated mice. The results were indistinguishable at 1, 2, 3 and 5 months of treatment. Therefore, LFPRLR SMO had no effect on peripheral effector cell proliferation or on the ability of Tregs to inhibit proliferation in the Foxp3^+^EGFP Balb/c mice.

To examine potential extra-tumor effects further and because of the intra-tumor effect on Treg *Ctla-4* expression, we used MRL-lpr mice. These mice have about 5-fold normal prolactin levels at 9 weeks of age [36] and their Tregs exhibit full regulatory activity *in vitro* [37]. If LFPRLR signaling directly regulates CTLA-4 expression, then cells from these animals are more likely to exhibit greater recycling and turnover of CTLA-4. Flow cytometric analysis of splenic Tregs after 2 months of treatment with Control SMO or LFPRLR SMO showed no difference in expression of total (surface and intracellular) CTLA-4 (Fig. 6).

**Fig. 6:**
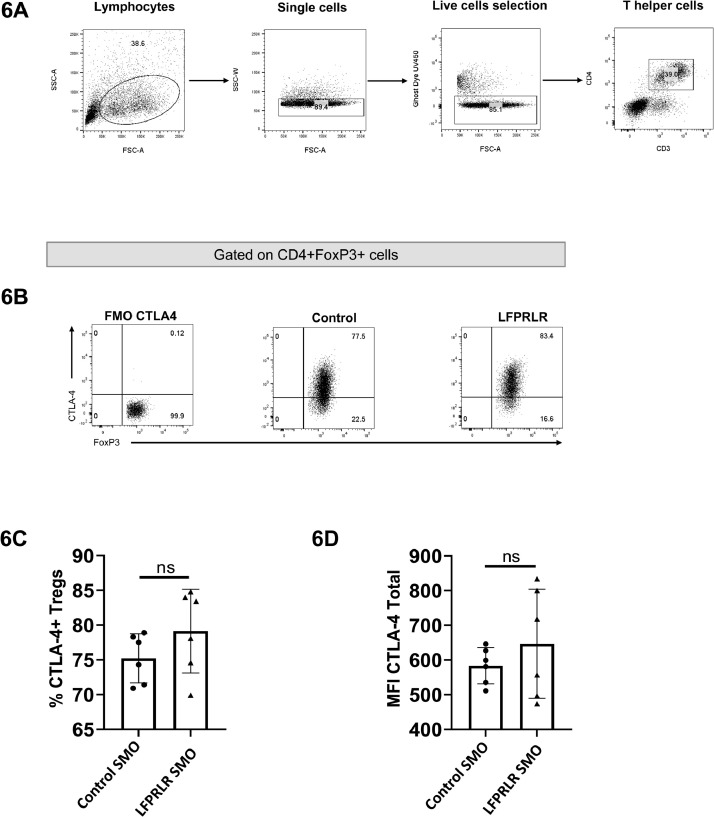
Effect of LFPRLR SMO on Splenic Treg CTLA-4. MRL-lpr mice without tumors were treated with Control SMO or LFPRLR SMO for 56 days. Splenocytes were isolated and analyzed by flow cytometry. Panels A and B show the gating strategy, panel C, the percentage of CTLA-4^+^Tregs, and panel D, the MFI for total (intracellular and surface) CTLA-4 per Treg cell. *n* = 6 animals for each group.

### Effect of LFPRLR SMO on cytokine/chemokine expression in tumor Tregs

Having established that LFPRLR SMO treatment did not affect TGF-β1 or IL-10 production by tumor Tregs, we used RNAseq analysis of tumor Tregs to gain some unbiased insight into which other secreted factors could possibly be responsible for the reduced ability of Tregs to promote epithelial to mesenchymal transition after LFPRLR SMO treatment. Expression of 17 cytokine/chemokine/receptor genes increased by a factor of 2 or more, and 24 were decreased (see figure legend for complete list). Those most highly expressed are shown in red (Fig. 7). 

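Of 142 cytokine, chemokine and receptor genes defined by their symbols, 28 were listed in the tumor Treg values. With the same values under both labels, 0 were higher and 0 were lower by a factor of 2 or more, and over all 2960 genes with an FPKM of at least 1 the counts were also 0 and 0. Among the listed genes, *Cxcl2* and *Cxcl3*, chemokines that attract neutrophils, were at an FPKM of 37.5 and 16.3, and the inflammatory cytokines *Il1b* and *Il1a* were at 18.5 and 10.1. *Il1r2*, a decoy receptor of interleukin-1, was at 9.48 and *Cxcl16* at 9.22. Among receptors, *Il17ra* was at 7.33, *Il4ra* at 7.02 and *Cx3cr1*, a receptor of monocytes and macrophages, at 5.50. Of the 17 genes in the list of increases in Fig. 7, 1 was listed, and of the 21 genes named in the lists of decreases there, fewer than the paper's count, 6 were listed, with *Ccl9* at 15.1 and *Cxcl1* at 3.35. *Il2ra*, *Ccr4*, *Ccr8* and *Cxcr3*, receptors carried by Tregs and other T cells, were without a listed transcript. These Fig. 7 lists were chosen by the study on these samples.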

Quantitatively the most important were downregulation of *Ccl6, Ccl2* and *Ccl3* and upregulation of *Ccl12*.

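*Ccl6*, *Ccl2*, *Ccl3* and *Ccl12*, chemokines that attract monocytes, macrophages and other leukocytes, each had 1 listed transcript in the tumor Treg values, with the same FPKM under both labels. All lie on chromosome 11 of GRCm38. *Ccl6*, from 83587882 to 83593087, had an FPKM of 19.9, and *Ccl2*, from 82035571 to 82037453, had 17.3. *Ccl3*, from 83647844 to 83649355, had 14.5, and *Ccl12*, from 82101845 to 82103400, had 3.69. *Ccl12* was therefore the lowest of the 4 in this set, and none of the 4 can be given a ratio between treatments. From its comparison of Tregs the paper looks for secreted factors behind the reduced ability of Tregs to promote epithelial to mesenchymal transition, and states that in quantity the falls of *Ccl6*, *Ccl2* and *Ccl3* and the rise of *Ccl12* were the most important.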

**Fig. 7:**
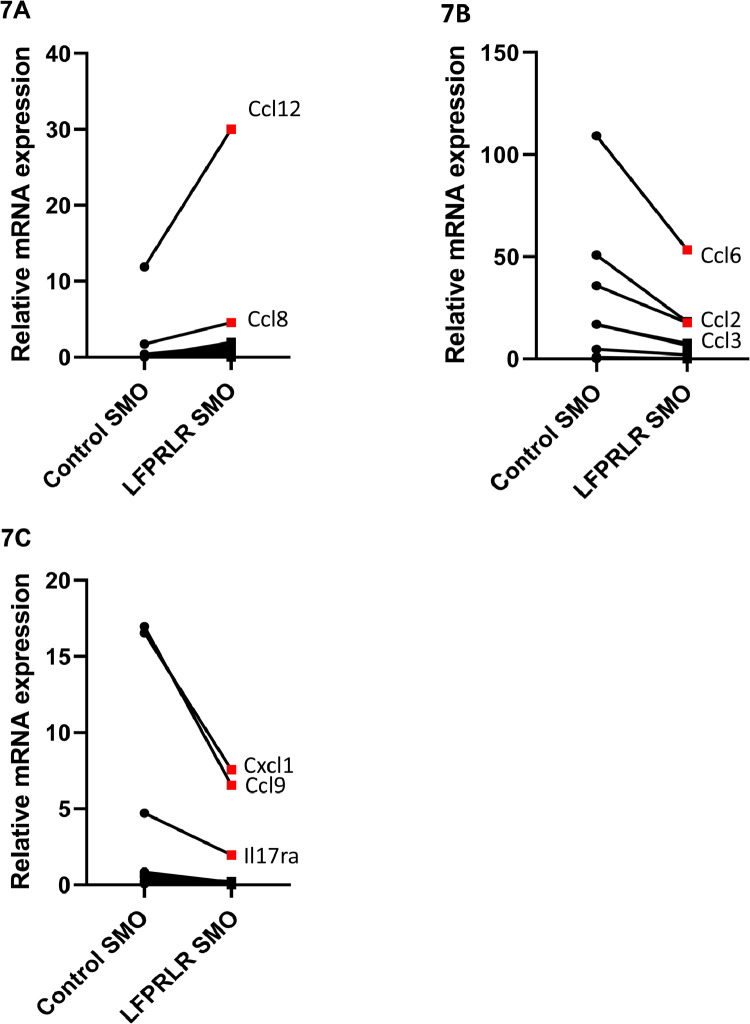
RNAseq Analysis of Tumor Treg Cytokine/Chemokine Expression. RNAseq expression analysis of Tregs isolated from tumors from Control SMO- and LFPRLR SMO-treated mice showed increases (A) and decreases (B, C) in cytokine/chemokine/receptor expression. Different scales are used to more clearly illustrate the degree of change. Those in panel A not labeled and below *Ccl8* in relative expression are in decreasing expression order *Ccl5, Cxcl10, Il18bp, Ccl11, Cxcl13, Il21r, Il1rap, Il1r1, Tgfα, Ccl22, Cxcl9, Il24, Il5rα, Tgfβ2*, and *Il22rα1*. Those decreased by LFPRLR SMO and below *Il17rα* in expression are in order of decreasing expression *Il2rα, Il15, Cxcl11, Il15rα, Il23α, Il27rα, Il12rβ1, Ccr8, Il3rα, Il34, Cxcl15, Ccr4, Cxcr3, Il17rc* and *Ebi3*. Gene names are not italicized in the figure in order to increase readability. Data are the mean of 6 animals treated with Control SMO and 6 treated with LFPRLR SMO.

To gain insight into other effects of LFPRLR SMO treatment on tumor Tregs, pathway analysis (ConsensusPathDB) of transcripts downregulated in Tregs by LFPRLRSMO treatment was performed (Fig. 8A). Shown are the 8 most statistically significant pathways. 

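The tumor Treg values show which genes of these functions were listed, but not a change with LFPRLR SMO, since they are the same under both labels. A listed gene is not shown to be expressed by Tregs, since 0 of 22 T cell genes and 21 of 23 monocyte and macrophage genes were listed. A gene with no listed transcript is not shown to be unexpressed. Of 40 genes of the cell cycle, 20 were listed, with a median FPKM of 3.39 among them. *Top2a*, the topoisomerase of dividing cells, was at 20.9, *Nusap1*, a spindle protein, at 6.05 and *Ccnb1*, cyclin B1, at 6.00. Of 62 genes of the RNA polymerase II transcription machinery, 15 were listed, led by *Polr2a*, the largest subunit of the polymerase, at 8.84 and *Cdk9*, the elongation kinase, at 8.66. DNA repair was sparsely listed, with 5 of 47 genes. *Parp1*, which senses strand breaks, was at 10.0, followed by *Ercc3* at 3.00 and *Lig1*, a DNA ligase, at 2.90. Of 58 genes of cilium assembly, only *Ift20*, a component of intraflagellar transport, was listed, at 2.77. In whole tumor, 39, 59, 35 and 44 genes of these lists were listed in at least 1 library, for the cell cycle, transcription, DNA repair and cilium assembly in turn.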

There were major inhibitory effects on gene transcription, cell cycle and DNA repair genes, and on genes traditionally recognized as being involved in the formation of cilia, but now also recognized as being involved in the formation of an immunological synapse [38]. Also, although composed of fewer transcripts, another pathway of significance to specific function and downregulated by LFPRLR SMO (*p* = 4.5 × 10^−^4) was entitled “translocation of ZAP70 to the immunological synapse”. Those genes were *Ctla-4*, as previously mentioned, *Cd3ζ, Ptpn22, Cd3ε, Cd3δ, Lck* and *Zap70* (Fig. 8B); their association at the T cell receptor complex is diagrammed in Fig. 8C.

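None of the 7 genes had a listed transcript in the tumor Treg values under either label, nor was any of them assigned a transcript in the whole tumor libraries. The interval of *Ctla4* is given above. *Cd3e* lies on chromosome 9 of GRCm38 from 44998740 to 45009627 and *Cd3d* from 44981786 to 44987339. *Cd247*, the gene of the CD3 ζ chain, lies on chromosome 1 from 165788681 to 165877277. *Zap70* lies on the same chromosome from 36761798 to 36782818, *Lck* on chromosome 4 from 129548344 to 129573641 and *Ptpn22* on chromosome 3 from 103859795 to 103912247. In whole tumor, 8 transcripts with Control SMO and 5 with LFPRLR SMO lay across the *Cd247* interval, but none of them shared an intron or 50% of its exon bases with the gene. The genes were chosen by the study on these samples. The paper proposes that their lower expression may inhibit the formation of immunological synapses.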

**Fig. 8:**
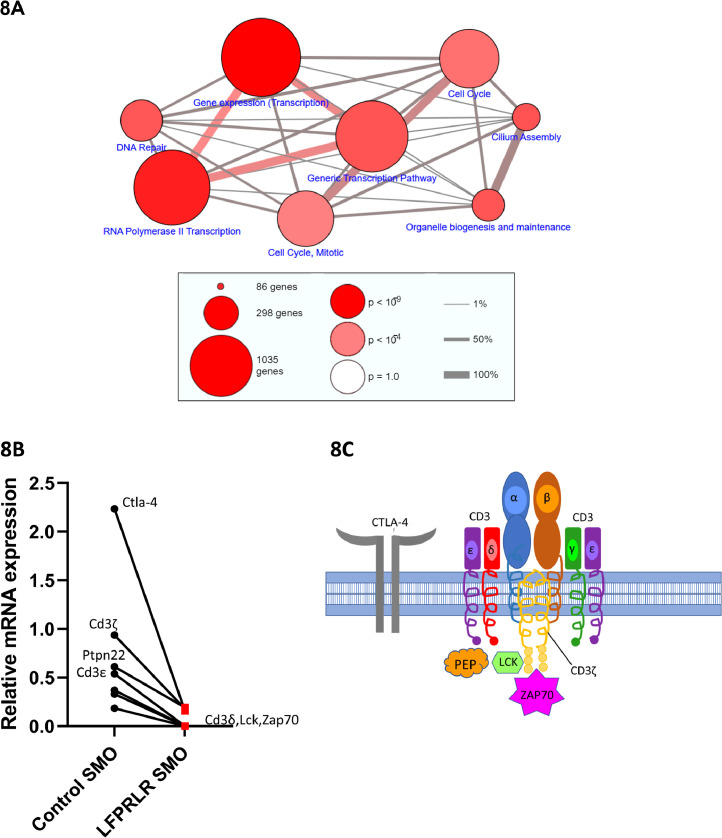
Other Transcripts Downregulated in Tumor Tregs. Pathway analysis showing the top 8 most statistically significant (A). The size of the circles represents the relative number of genes and the color intensity of the circles, the relative significance. The thickness of the interconnecting lines indicates the degree of overlap in the terms associated with the circles. Further pathway analysis identified a pathway described as “Translocation of ZAP70 to the immunological synapse” with a *p* value of 4.5 × 10^−^4. Downregulation of genes within this category is shown (B) and their arrangement in the membrane and cytoplasm is cartooned (C). The CD3 complex is composed of δ, ε, γ, and ζ proteins and only γ was not affected by LFPRLR SMO treatment. Lck is a Src-like protein tyrosine kinase that, in response to engagement of the TCR-CD3 complex, phosphorylates regions of the CD3 intracellular domains. This, in turn leads to recruitment and activation of the CD3 ζ chain-associated protein kinase, ZAP70. PEP (PEST domain-enriched tyrosine phosphatase) is the protein product of the mouse *Ptpn22* gene. It regulates the activity of Src like kinases. CTLA-4 normally downregulates CD80 and CD86 expression on antigen-presenting cells, thereby limiting the ability of antigen-presenting cells to stimulate Teff cells.

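*Cd3g*, the gene of CD3 γ, had no listed transcript in the tumor Treg values or in either whole tumor library. It lies next to *Cd3d* on chromosome 9 of GRCm38, from 44969572 to 44980431, on the minus strand, and has 1 annotated transcript of 1023 bases. The CD3 genes therefore could not be compared with each other in these values.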

## Discussion

We have determined that knockdown of the LFPRLR increased survival in an immunocompetent, but not immunodeficient, breast cancer model. While there could be several reasons for this difference, here we have focused on an aspect of adaptive immunity, *viz.* how LFPRLR knockdown affected tumor-Treg interactions. Tumor cells are protected from effector T cell action by the presence of Tregs. Given that Tregs are overrepresented in tumors [3], [4], [5], [6], reducing their number and/or activity within tumors is an important goal in the treatment of cancer. This goal was accomplished by treatment with the LFPRLR SMO. Knockdown of the LFPRLR not only reduced Treg percentages in the primary tumor, but also in the draining lymphnode, and maybe also in the liver, which is a major site of metastasis. Through a variety of analyses, we were able to conclude that LFPRLR knockdown decreased production of the Treg chemoattractant, CCL17, by tumor parenchyma. At the same time, there was no effect on 4T1 production of CCL22. Thus, one would anticipate reduced, but not eliminated Treg recruitment to 4T1 cells, as we observed in the tumors. Nevertheless, a reduction in the percentage of Tregs sets the stage for enhanced T cell responses to the tumor. Consistent with this scenario, we observed increased CD4^+^ and CD8^+^ effector cell representation in the tumors but unlike previous analyses, where tumors were examined after 42 days of treatment [24], only the CD4^+^ cells were activated at the earlier timepoint of 28 days.

A larger number of Tregs in primary tumors is associated with increased metastasis in a number of different malignancies [7], [8], [9], [10]. Importantly, our co-culture results demonstrate not just an association, but a causal relationship between Tregs and promotion of metastasis, at least in regard to EMT. *In vivo*, prolactin has the capacity to affect function of the tumor parenchyma both directly and indirectly *via* the Tregs. A combination of *ex vivo* and *in vitro* experiments demonstrated an effect of prolactin, as well as substances derived from the Tregs in response to prolactin, on the EMT process. However, the larger influence of prolactin (working through the LFPRLR) in all cases was *via* an effect on Tregs. RNAseq analysis of tumor Tregs revealed 24 cytokines/chemokines/receptors decreased in expression by LFPRLR knockdown. Among these, CCL6, CCL2, and CCL9 have each been shown to promote EMT [39], [40], [41]. Based on the current literature, therefore, these chemokines seem likely candidates, but establishment of them, or indeed one or more of the other 21 cytokines downregulated by LFPRLR SMO, as important to the promotion of EMT in intact tumors will require substantial further investigation. For now, what has been unequivocally established is that prolactin has direct effects on tumor Tregs that cause them to promote EMT.

A point of potential controversy in our results stems from a publication that described prolactin as an agent that reduces rather than enhances EMT, although this was defined by only one EMT marker, vimentin [42]. A careful examination of our results does not disagree with this assessment if one is examining cancer cells in isolation and focuses on vimentin as the only mesenchymal marker. However, in the presence of Tregs, prolactin has the opposite effect on vimentin expression and additionally increases expression of three other mesenchymal genes.

While reducing the number of Tregs within the primary tumor and reducing the ability of the remaining Tregs to promote EMT, LFPRLR SMO treatment did not affect the ability of Tregs to produce the classical immune suppressive cytokines, IL-10 and TGF-β1. At the 12-day time point, there was also no effect on cell surface CTLA-4. However, unlike IL-10 and TGF-β1 mRNA, *Ctla-4* transcripts were largely eliminated at 12 days such that at later timepoints, one would expect a diminution of cell surface CTLA-4 and subsequent diminution of Treg inhibition of effector cell clearance of tumor cells. In addition, RNAseq analysis in the sorted tumor Tregs suggests inhibition of the formation of immune synapses both by lowered expression of components of the T cell receptor complex, signaling molecules, and structural entities that create polarized secretion.

Although all data herein support inhibited function of the tumor Tregs, there was no evidence of inhibited function of splenic Tregs since there was no change in a) CTLA-4 in splenic Tregs after 2 months of treatment in a model more likely to show changes, or b) in the ability of splenic Tregs to inhibit proliferation of T effector cells after 1–5 months of treatment. The effect of LFPRLR SMO on tumor Treg suppressive function must therefore be indirect and a consequence of an altered tumor microenvironment. This finding underscores the importance of examining drug effects within the complexities of a tumor in orthotopic and immunocompetent model systems.

Based on the normal activities of effector cells and Tregs in the spleen, one would predict that treatment with the LFPRLR SMO would have reduced adverse inflammatory and autoimmune effects compared to other cancer immunotherapeutics. In this regard, our results are not at odds with previous conclusions about the role of elevated prolactin in autoimmune disease since prolactin inhibits the immune-suppressive role of Tregs on T effector cell proliferation [32]. In the absence of the LFPRLR, Treg function would not be inhibited.

In conclusion, LFPRLR SMO improves survival in an immunocompetent model, increases the capacity for anti-tumor immunity through increased numbers of effector cells and reduced numbers of Tregs in the tumors, and reduces both the metastasis-promoting ability of the Tregs still present and likely also their suppressive function. Furthermore, this is accomplished without apparent negative effects on the ability of splenic Tregs to suppress proliferation of effector T cells.

## Declaration of Competing Interest

The authors declare no potential conflicts of interest

# Supplementary material for: Prolactin enhances T regulatory cell promotion of breast cancer through the long form prolactin receptor
**Source:** Transl Oncol. 2021 Aug 7;14(11):101195. doi: 10.1016/j.tranon.2021.101195
**Supplement:** Supplementary file 1

**Supplementary Material**

**
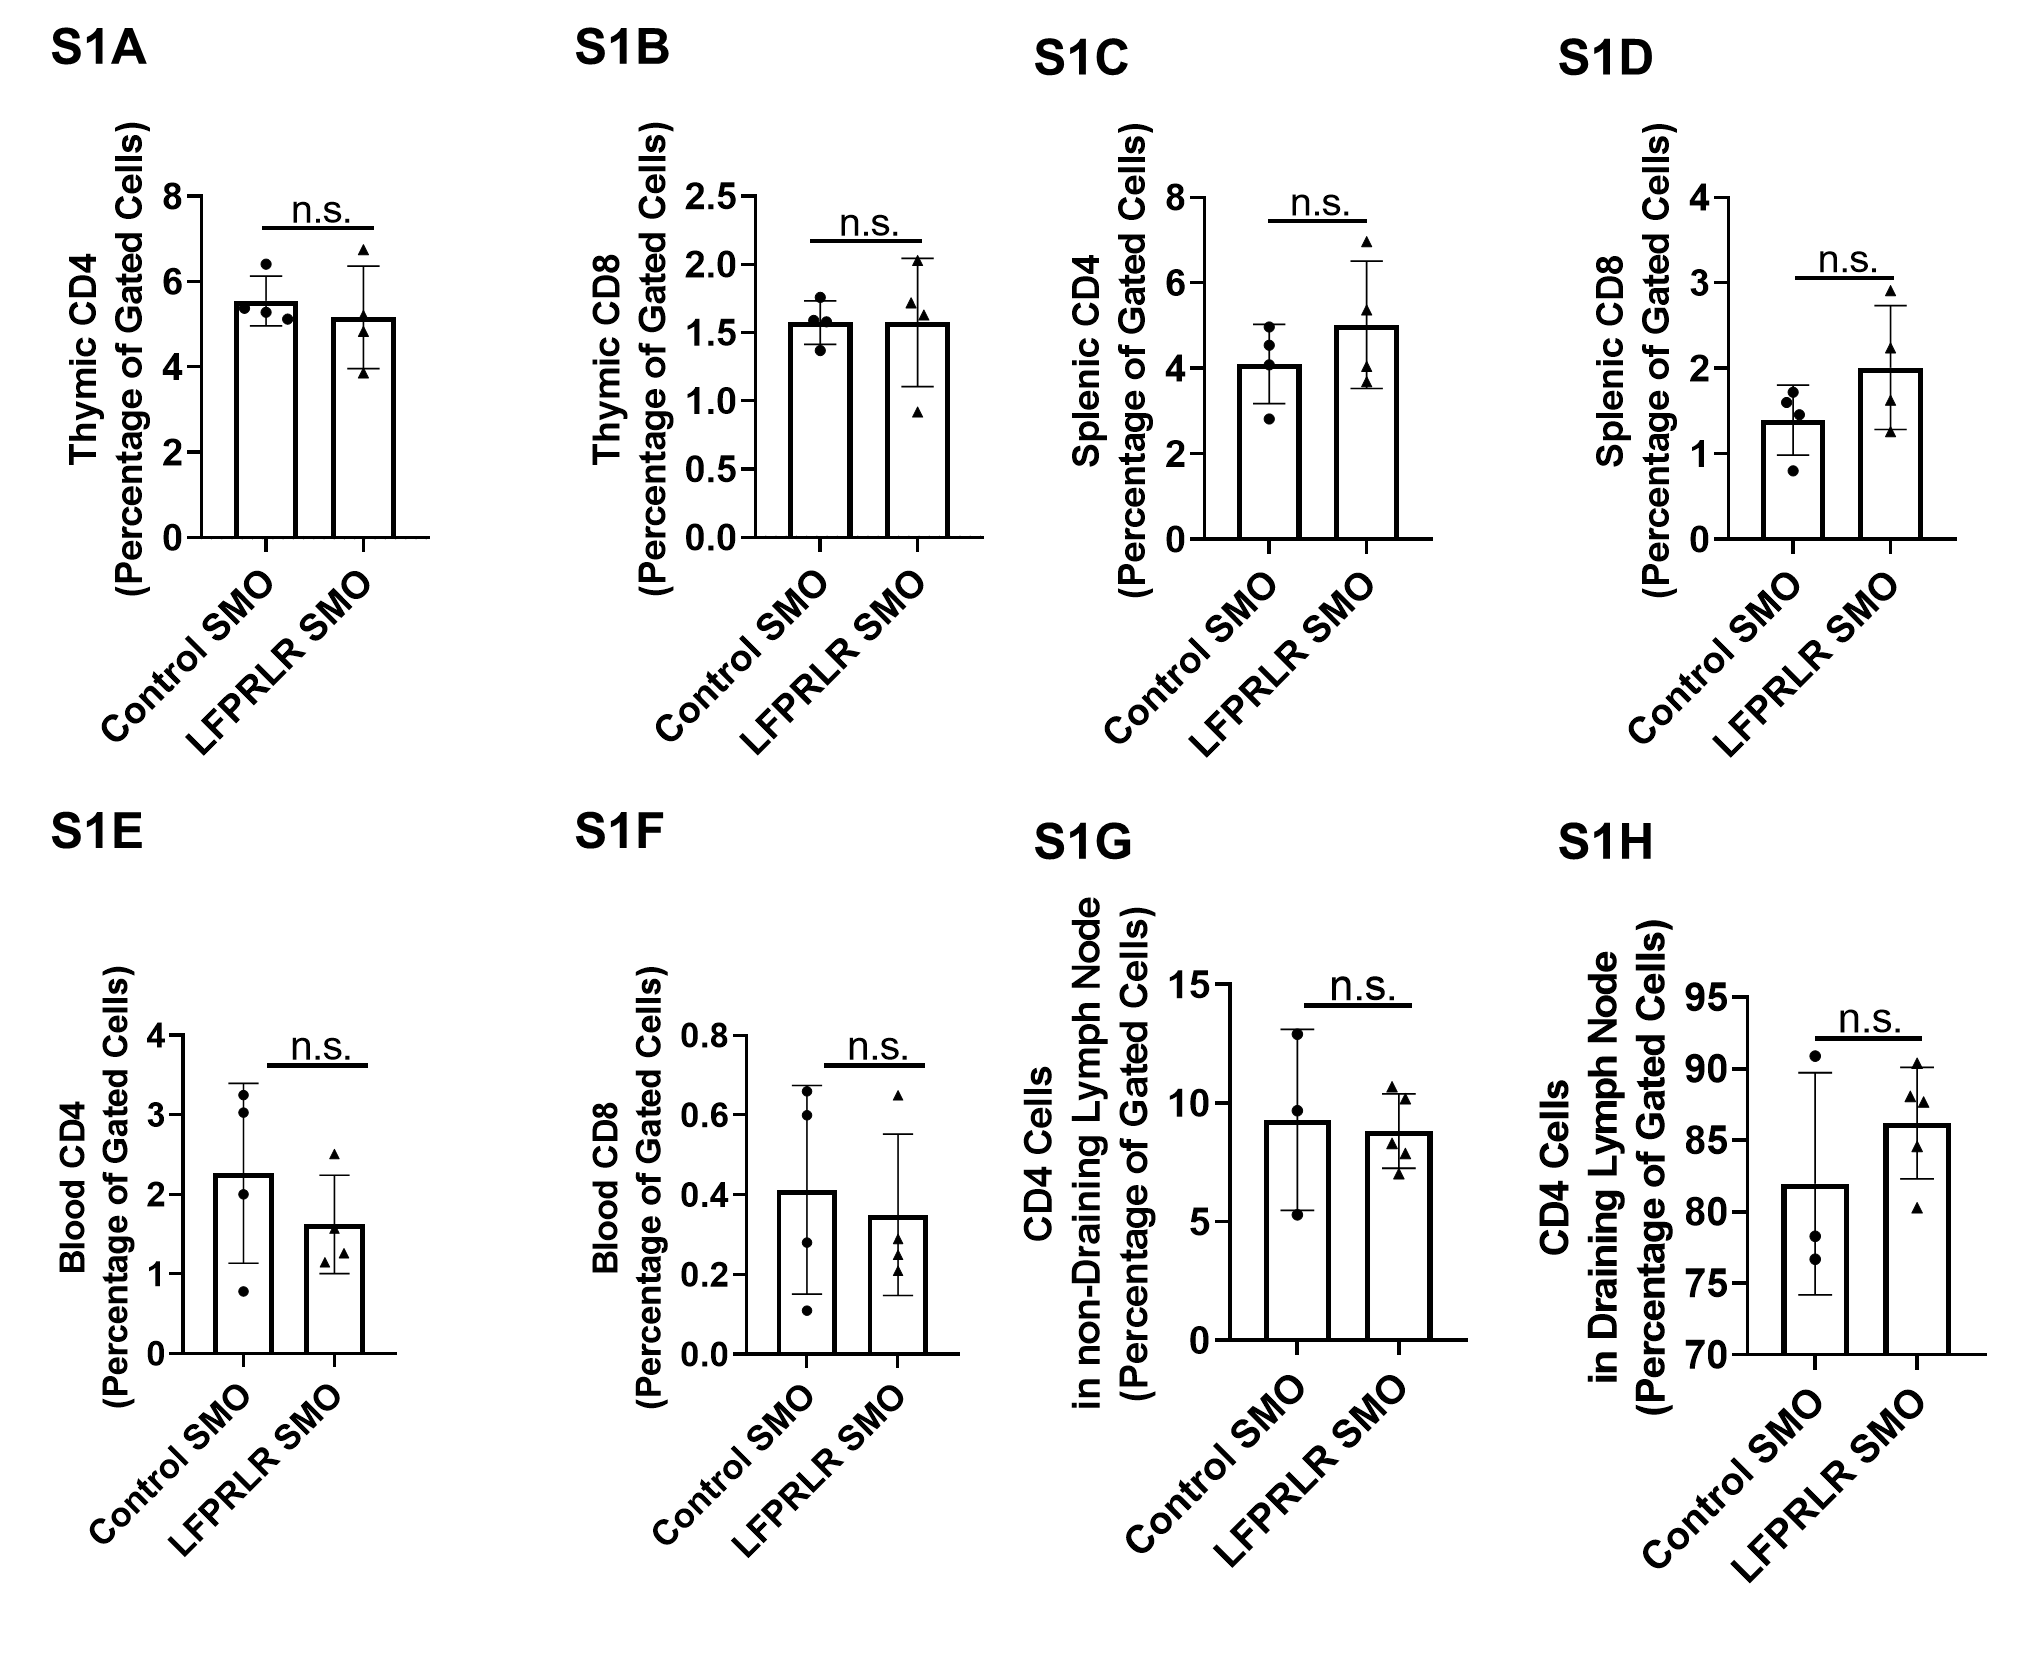
**

**Supplementary Figure 1: Systemic Effector T cells Were Not Affected by LFPRLR SMO Treatment.**

Tumors were produced in 8-week-old female Foxp3^+^EGFP Balb/c mice by injecting 10 million 4T1 syngeneic breast cancer cells into the mammary fat pad. Thymus, spleen, blood, draining or non-draining Inguinal lymph nodes were collected at 28 days. There were no observed differences in effector CD4+ or CD8+ T cells in all examined tissues (A-H). Results were derived from 3-5 mice. Data are presented as mean ± SD.

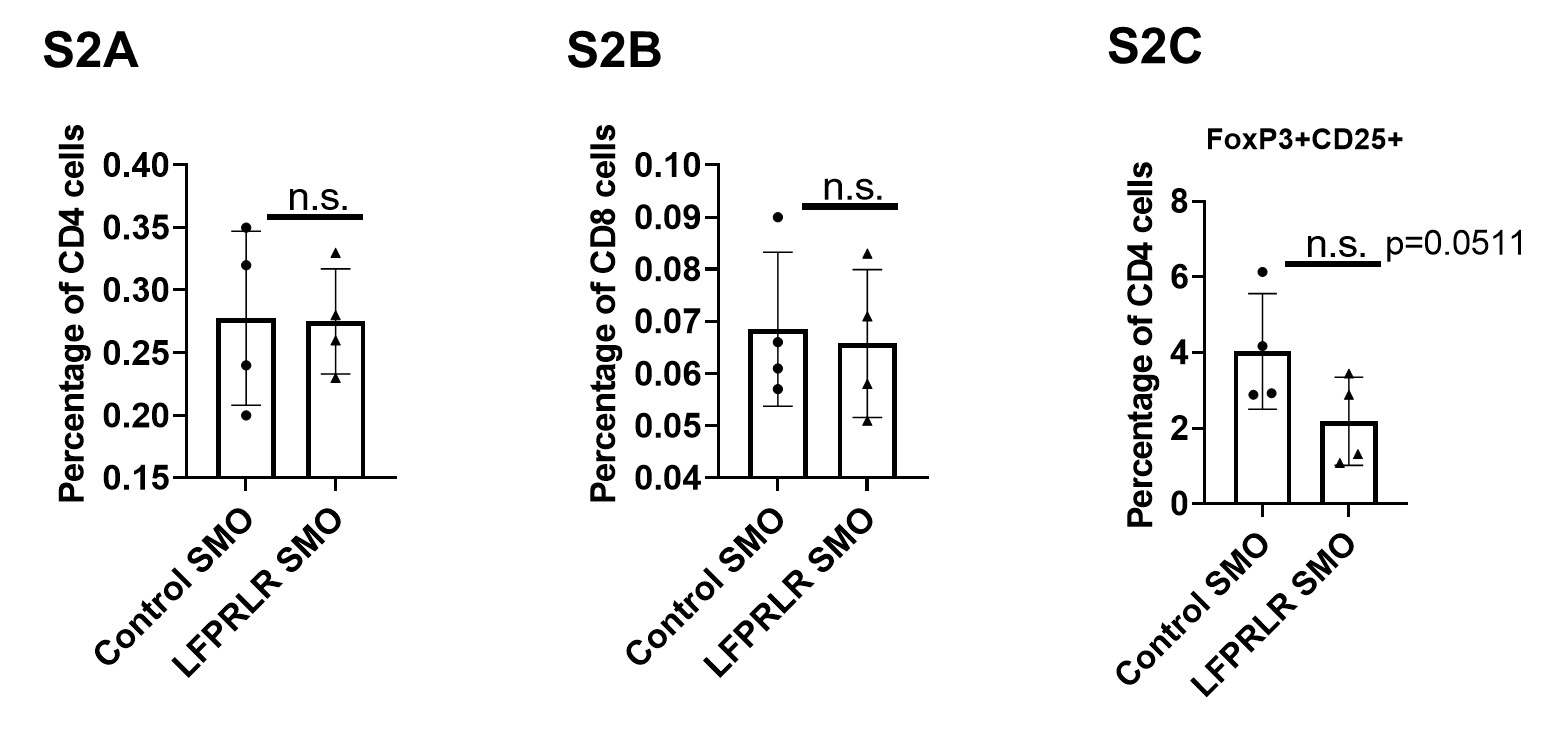

**Supplementary Figure 2: Metastatic Liver Effector and Treg Cells.**

Tumors were produced in 8-week-old female Foxp3^+^EGFP Balb/c mice by injecting 10 million 4T1 syngeneic breast cancer cells into the mammary fatpad. T cells in metastasis-bearing livers were examined at 12 days by flow cytometry. There were no observed differences in effector CD4+ or CD8+ T cells (A and B). However, there was a strong trend towards lower Tregs in liver (C). Results were derived from 4 mice (*n* =4). Data are presented as mean ± SD.

| **Table I Antibodies used in flow cytometric analysis** | | |
| --- | --- | --- |
| Antibody | company | cat# |
| CD4 | TONBO bioscience | 25-0042-U100 |
| CD25 | TONBO bioscience | 60-0251-U100 |
| CD8 | TONBO bioscience | 55-0081-U100 |
| IL-2 | TONBO bioscience | 20-7021-U100 |
| CTLA-4 | TONBO bioscience | 20-1522-SU05 |
| IFNγ | TONBO bioscience | 50-7311-U100 |
| TGF-β | BioLegend | 141410 |
| IL-10 | ebioscience | 45-7101-82 |

| **Table II** **Primer list for qRT-PCR** | |
| --- | --- |
| Gene | primer sequence |
| *Vim* | F : ACTGCAGGAGCTGAATGACC |
|  | R : AAGGTCAAGACGTGCCAGAG |
| *Snai2* | F : CGCCTGGACCGTTATCCG |
|  | R : CTGCCGACGATGTCCATACA |
| *Twist1* | F : CCCACCCCACTTTTTGACGAAG |
|  | R : GCCAGTTTGATCCCAGCGTT |
| *Fn1* | F : TGTGAGCCGGACAACTTCTG |
|  | R : CCTAGGTAGGTCCGTTCCCA |
| *Ccl17* | F : ATCAGGAAGTTGGTGAGCTGG  R : TGGTCACAGGCCGTTTTATGT |
| *Ccl22* | F : ACCCATTCTTGCTTCCCTGG  R : CTGGCACTGTCAATCCCTGT |
| *Gapdh* | F: TGCACCACCAACTGCTTAG  R: GGATGCAGGGATGATGTTC |
|  |  |
|  |  |

How the deposited data were processed for this re-analysis (not part of the article)

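RNAseq was made from whole 4T1 tumors and from tumor Tregs sorted by Foxp3-EGFP, after 12 days of Control SMO or LFPRLR SMO. There were 4 libraries, each a pool of RNA from 6 mice, so every group was a single sample. No p-value or SD can be given, and ratios between libraries describe those libraries.

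The authors deposited transcript lists. For whole tumor these hold, for each transcript assembled by Cufflinks on mm10, a deposited FPKM, lower and upper 95% bounds, a coverage (mean read depth) and a score of up to 1000 relative to the most abundant transcript of the same assembled gene. The score was not used. The FPKM lay within its own bounds for 94.0% of transcripts with Control SMO and 95.3% with LFPRLR SMO, so the bounds were not used as errors. For tumor Tregs the authors ran StringTie 1.2.3 with a reference annotation, and deposited a coverage, an FPKM and a TPM per transcript. The TPM of the listed transcripts summed to 852805, below the sum of 1000000 to which TPM is scaled, so the transcripts used here are not the full set and a gene with no listed transcript is not shown to be unexpressed. The submitters' processing notes name HISAT2 2.0.4, StringTie 1.2.3, Cuffdiff 2.0.2 and Cufflinks, with the version of Cufflinks not given in the sources used here. Read length and read counts are also not given in the sources used here. FPKM of whole tumor and of tumor Tregs were normalized separately by different programs, and their levels are compared only as a description.

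Transcripts were assigned to genes of GENCODE M21 (GRCm38) as described beside the whole tumor results. Among the tumor Treg transcripts that carry a symbol, 93 had an older symbol and were given that of the annotation. The FPKM of a gene was the sum over its transcripts. Ratios are log2((LFPRLR SMO + 0.1)/(Control SMO + 0.1)), so that ratios of low genes listed in both libraries are understated. A gene listed in 1 library only enters as 0 in the other. This is below the lowest listed whole tumor FPKM of 0.211 with Control SMO and 0.247 with LFPRLR SMO. The pseudocount sets the ratio of such a gene, which can be overstated. Counts of genes were taken over those with an FPKM of at least 1 in at least 1 library. Gene lists used all listed members, and members past this minimum were used as an alternative. Genes higher or lower by a factor of 2 were counted, after the factor the paper gives for cytokines. For single genes and for cytokine genes, ratios were taken without the pseudocount of 0.1. The ratio of the median gene with an FPKM of at least 1 in both whole tumor libraries was -0.11 on the log2 scale.

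Gene lists, the rule for named genes, the measures and most alternatives were fixed before the data were examined. There were 28 lists of symbols and 5 lists by symbol pattern, for cell types, pathways and the genes the paper names. For each list with at least 3 listed members in whole tumor, which held for 28 of the 33, the median log2 ratio was given with its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. A list is said to stand apart below percentile 2.5 or above 97.5. Named genes were those the paper names for RNAseq, the 10 largest rises and 10 largest falls among genes with an FPKM of at least 5 and a longest transcript of at least 500 bases (ranked with a pseudocount of 1, leaving out small RNAs, mitochondrial genes and predicted genes), and in each list the 2 highest members and the 2 with the largest ratios. The values of Fig. 7 and Fig. 8 had been seen when the lists of the paper's genes were written.

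The alternatives were pseudocounts of 0.01 and 1, no filter on low values, an FPKM of at least 5, a factor of 3, TPM in place of FPKM, centring on the median gene, and only the most abundant transcript of a gene. For cytokine genes they also included a minimum of 0.1 and a wider list. The exon-weighted value, transcripts of at least 300 bases only, and genes listed in both libraries only were added after seeing the data. The counting was tested on simulated data with an assumed noise SD of 0.3 (log2), which says nothing about the noise between the real libraries, made from the 9448 genes with an FPKM of at least 1 in the Control SMO whole tumor library. All 100 genes raised and all 100 genes lowered by 2 on the log2 scale were recovered, with 4 and 2 false calls. Of 200 unchanged lists of 20 genes, 3.5% fell outside the percentile bounds, and all 50 lists moved by 0.5 were found. Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used.

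The ratio between treatments was left out for tumor Tregs because all values are equal under both labels. The pathway analysis of the paper was not repeated for the same reason.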

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

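The tests of explanations in this part were all chosen after the values were seen.

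The tumor Treg values were the same under the Control SMO and LFPRLR SMO labels. All 4838 transcripts matched in coordinates, coverage, FPKM and TPM. Tregs left unchanged by LFPRLR SMO would still give separate libraries that differ by sampling, and of 4025 transcripts with the same introns in both whole tumor libraries, 0% had equal coverage, which argues against an absence of effect as the source of the match. A candidate explanation is that 1 set of alignments was processed and deposited under both labels, since the headers of both name the same control input. These headers point to the Control SMO sample, and no value here tests which of the 2 sorted samples the set comes from.

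Genes of monocytes and macrophages, which the paper does not analyse, had a median FPKM of 11.6 in the tumor Treg values, above the 6.59 and 5.85 of whole tumor with Control SMO and LFPRLR SMO, while the means over the list were 30.2 against 30.5 and 20.6, and the libraries were normalized separately by different programs. No T cell gene of 22 was listed. A whole tumor library under the Treg label is argued against, because 3 of 35 fibroblast and endothelial genes were listed, against 29 in each whole tumor library. RNA of monocytes or macrophages in the sorted fraction stays open, since the 21 of 23 genes listed, among them *Apoe* at 231 and *Lyz2* at 67.1, are the pattern itself and no T cell gene of the sorted cells is listed beside them; whole tumor also expresses all 21, no other cell type list holds them, the study picked none of them, and a gate on Foxp3-EGFP would remove such cells. T cell transcripts could also lie below the lowest FPKM of 2.64 at which transcripts without a symbol were listed, or outside the transcripts used here, which cannot be told apart from their absence because no T cell gene has a value, and no biological explanation was tested.

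In whole tumor, 12380 transcripts with LFPRLR SMO and 4120 with Control SMO had no gene. A deeper library is argued against, since the coverage for 1 FPKM with LFPRLR SMO was 0.930 of that with Control SMO. More unspliced RNA with LFPRLR SMO cannot be told apart from other sources, because 75.1% of the additional transcripts lay inside listed genes but so did 80.0% of those with Control SMO, while transcripts across a gene's end rose by the largest factor, from 144 to 1601. Genomic DNA as the source of most of them is argued against, because 2.69% of the additional transcripts lay between genes, where 54.1% of the annotated span lies, although DNA that adds to reads inside genes stays open. Whether both libraries were assembled with the same settings was not tested, nor was any biological cause.

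Erythroid and platelet genes, also outside the paper's analysis, had a median FPKM of 1.95 in the tumor Treg values and 0 in both whole tumor libraries, where 2 of 10 were listed in each, against 6. *Pf4* was at 25.8, against 6.19 and 3.19 in whole tumor with Control SMO and LFPRLR SMO, but *Hbb-bs* was higher in whole tumor with Control SMO, at 35.0, than in the tumor Treg values, at 6.88.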

How the results depend on the processing

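Exon-weighted values, transcripts of at least 300 bases only and genes listed in both libraries only were chosen after seeing the data. With 1 library per condition, a value is said here to hold when it moved by less than a factor of 1.5. This factor is larger than most list medians, such as 0.19 for fibroblast and -0.47 for oxidative phosphorylation genes. A list median can therefore hold and still change sign, so holding is not a check of its direction. In whole tumor, 1839 genes were higher and 1822 lower by a factor of 2 or more. These counts held with either other pseudocount, no filter, median centring, the most abundant transcript only and transcripts of at least 300 bases only. They were 834 and 872 with an FPKM of at least 5, 1198 and 1140 with a factor of 3, 506 and 819 with exon-weighted values and 933 and 979 over genes listed in both libraries. A higher minimum, a larger factor and genes listed in both libraries leave fewer genes by construction, and for exon-weighted values the cause was not tested. With TPM the counts were 9561 and 46, because transcripts below 300 bases set the TPM scale, above all with Control SMO. The lists that stood apart then had medians of 4.12 (fibroblast), 3.61 (MHC class I) and 3.43 (oxidative phosphorylation), which also carry the pseudocount of 0.1. *Tgfb1*, at -2.19 on the log2 scale, was at 2.36 with TPM, at -1.26 with the most abundant transcript only and at -0.32 as an exon-weighted value. It was assembled as 3 partial transcripts with Control SMO and 1 with LFPRLR SMO. Of 25 other genes, 10 changed sign with TPM, and among those past a factor of 2 these were *Ccl12* (to 3.53), *Rpl37* (to 0.34) and *Rps27a* (to 0.23). With transcripts of at least 300 bases, *Rps27a* was at 1.33 and *Nip7* at -0.15, 3 more of 22 moved and 3 of the 25 gave no value. For the 28 lists, TPM moved every median and 17 changed sign, the most abundant transcript only moved 1, genes listed in both libraries moved 1 of 27, and the 5 other alternatives moved none past the factor, though in each alternative other than TPM up to 4 medians changed sign. Exon-weighted values moved 11 of the 25 genes, the most abundant transcript only moved 2 and median centring none. By percentile, fibroblast genes ranged from 95.9 with TPM to 100 with exon-weighted values. MHC class I ranged from 0.875 with transcripts of at least 300 bases to 46.8 with TPM, and oxidative phosphorylation from 0 to 0.31. A factor common to all genes cannot change a list's rank among random lists. With TPM the pseudocount of 0.1 weighs more, beside a median Control SMO TPM of 0.227 over fibroblast genes. Percentiles with TPM therefore do not test whether a list stands apart. The median of monocyte and macrophage genes in tumor Tregs was 1.75 times that of whole tumor with Control SMO and 1.98 times that with LFPRLR SMO. With TPM these were 106 and 5.10, and with the mean over the list they were 0.993 and 1.47. For tumor Tregs, counts were 0 under every alternative because both sets of values are the same. No alternative gives a ratio for *Ccl17*, *Ccl22*, *Prlr* or the ZAP70 genes, which have no listed transcript. For gene lists in tumor Tregs, none was run other than those given for monocyte and macrophage genes.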

Differences from the paper's values

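The paper gives relative expression without naming a unit, while the values here are FPKM summed over listed transcripts, where a gene with no listed transcript sums to 0. The alternatives set before the data were examined that can change the level of a single gene, and not just a ratio, were TPM in place of FPKM and the most abundant transcript only.

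In whole tumor, the paper's *Ccl17* is 1.92 with Control SMO and 0.985 with LFPRLR SMO, where no transcript of the gene was listed here, which sums to 0 in both. In tumor Tregs, the paper's long form *Prlr* is 0.732 with Control SMO, and here no transcript of the gene, long form or other, was listed, which sums to 0 and is not a measured level of the long form. The paper's *Ctla4* in tumor Tregs is 2.235 with Control SMO and 0.156 with LFPRLR SMO, and here no transcript was listed, which sums to 0 under both labels. Both alternatives also gave 0 for each of these.

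The paper counts 17 cytokine, chemokine and receptor genes higher and 24 lower in tumor Tregs by a factor of 2 or more. At the same factor, the counts here were 0 and 0 under every alternative, since the values are the same under both labels. Fig. 7 and its legend name 17 genes as higher and 21 as lower, while the count here used symbols.

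The next values of the paper were read by eye from Fig. 7, first with Control SMO and then with LFPRLR SMO, and each value of this work is the same under both labels. *Ccl12* is about 12 and about 30 in Fig. 7A, and was 3.69 here. *Ccl6* is about 110 and about 53 in Fig. 7B, and was 19.9 here. *Cxcl1* is about 17 and about 7.5 in Fig. 7B, and was 3.35 here. *Ccl2* is about 51 with Control SMO in Fig. 7B, and was 17.3 here. *Ccl3* is about 36 with Control SMO in Fig. 7B, and was 14.5 here. *Ccl9* is about 6.5 with LFPRLR SMO in Fig. 7B, and was 15.1 here. Neither alternative brought any of these within a factor of 1.5. *Il17ra* is about 4.7 and about 2 in Fig. 7C, and was 7.33 here. For *Il17ra* with Control SMO, TPM (4.93) and the most abundant transcript (4.20) fell within that factor, and neither did with LFPRLR SMO. The values read for *Ccl2* and *Ccl3* with LFPRLR SMO and for *Ccl9* with Control SMO lay within a factor of 1.5 of those here, but not of those with TPM (11.6, 9.73 and 10.1).

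The paper states that 7 genes of the ZAP70 pathway were lower with LFPRLR SMO and that *Cd3g* was not, that genes of transcription, cell cycle, DNA repair and cilia were lower, and that *Il10* was unaffected in tumor Tregs. Here none of the 7 genes, *Cd3g* or *Il10* had a value, and no gene differed between the labels. *Tgfb1*, which the paper finds unaffected in tumor Tregs, had the same value of 8.84 under both labels.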

Other observations

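Exon-weighted values and transcripts of at least 300 bases only were chosen after seeing the data. In whole tumor, genes of oxidative phosphorylation were lower with LFPRLR SMO on the FPKM scale and higher on the TPM scale. They lay below matched random lists on both, though the percentile with TPM is not a separate test. The median log2 ratio of 68 listed members was -0.47, at percentile 0.17, with 16 members lower and 2 higher by a factor of 2 or more. *Ndufa12*, a subunit of complex I, was at an FPKM of 45.6 with Control SMO, all of it from transcripts below 300 bases, and 5.32 with LFPRLR SMO, and the abundant *Cox6c*, a subunit of complex IV, at 244 and 194. Antigen presentation by MHC class I had a median of -0.74 over 13 members, at percentile 1.4, with 6 lower and none higher. With TPM the median lay above 0 and in the middle of random lists, but the pseudocount enters that percentile. *B2m*, the light chain of MHC class I, was at 298 and 180. *H2-D1*, a heavy chain, was at 291 and 40.7, and at 65.4 and 34.1 as exon-weighted values. The H2 genes are near-identical copies that can share reads, and they differ between the Balb/c strain and the reference strain, so their values are uncertain. With exon-weighted values the percentile of this list was 3.87, no longer apart. Genes of fibroblasts lay above random lists, with a median of 0.19 over 17 members, at percentile 98.6. The percentile was 95.9 with TPM, no longer apart, but the pseudocount enters it there. Every member was within a factor of 2 on the FPKM scale and higher by more than that factor on the TPM scale. *Col3a1* was at 278 and 361, *Col1a1* at 197 and 206 and *Col1a2* at 224 and 127. As exon-weighted values, *Col3a1* was at 49.0 and 60.3, *Col1a1* at 53.8 and 79.6 and *Col1a2* at 53.6 and 45.7.

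Genes of monocytes and macrophages had a median of -0.52 over 21 members, at percentile 3.63, against -0.58 at percentile 0.11 with exon-weighted values, 2.39 as percentile with a pseudocount of 1, and a median above 0 with TPM. Of these members 3 were lower and none was higher by a factor of 2. *Apoe* was at 206 with Control SMO and 121 with LFPRLR SMO, *Fcgr1*, an Fc receptor, at 5.35 and 2.38, and *C1qc*, a complement component, at 46.2 and 22.7. Genes of the cell cycle had a median of -0.36 over 39 members, at percentile 2.73 (0 with exon-weighted values and 37.2 with the most abundant transcript only), and above 0 with TPM, with *Top2a* at 50.6 and 35.0 and *Mki67* at 36.7 and 30.8. Genes of 4T1 epithelial cells had a median of 0.01 over 18 members, at percentile 81.4, with *Krt18* at 124 and 112. Of the other functions that the paper names for Tregs, the median was -0.24 for RNA polymerase II transcription at percentile 5.19, 0.20 for DNA repair at percentile 93.9 (-0.12 at 35.8 with the most abundant transcript only) and 0.13 for cilium assembly at percentile 88.1 (-0.16 at 30.7 with exon-weighted values), and with TPM the medians of all 3 lay above 0. Genes of prolactin and JAK/STAT5 signaling had a median of -0.42 over 12 members, at percentile 13.4, against -0.93 at percentile 0.01 with the most abundant transcript only and a median above 0 with TPM. Mesenchymal genes had a median of 0.02 over 18 members, at percentile 86.9, against 99.2 with exon-weighted values and 76.5, with a median of -0.08, over genes listed in both libraries.

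Some of the cytokine genes that the paper describes in Tregs were listed in whole tumor, which is not the sample of that claim, and 6 of 17 genes of the rises and 13 of 21 of the falls in Fig. 7 were in neither library. *Ccl12* was at an FPKM of 16.6 with Control SMO and 8.21 with LFPRLR SMO. *Ccl8* was at 9.03 and 14.9, *Ccl6* at 11.9 and 12.7, *Ccl9* at 8.90 and 8.41, *Ccl3* at 1.57 and 1.86, and *Cxcl1* at 4.83 and 4.47. *Ccl2* was at 2.65 with LFPRLR SMO and had no listed transcript with Control SMO. *Cxcl10*, *Ccl5* and *Il24* were at 5.26, 3.08 and 3.05 with Control SMO and had none with LFPRLR SMO. *Il17rc*, a fall in Fig. 7, was at 2.65 with Control SMO and had none with LFPRLR SMO. Among the rises in Fig. 7, *Il1rap* was at 4.49 and 12.9, *Cxcl9* at 3.86 and 6.75 and *Ccl11* at 2.69 and 4.01. *Il1rap* was at 1.79 and 2.09 as exon-weighted values. *Tgfa*, *Tgfb2* and *Il1r1*, also rises, were at 5.92, 4.19 and 4.08 with Control SMO and 3.87, 3.07 and 3.91 with LFPRLR SMO. Of the other falls, *Il17ra* was at 8.06 and 15.1 and *Il23a* at 6.81 and 4.79. As exon-weighted values, *Il17ra* was at 1.27 and 1.53 and *Il23a* at 6.28 and 4.44. The genes that the paper lists as rises in Tregs had a median of -0.43 over 11 members in whole tumor, at percentile 12.0. For these rises it was -0.18 at percentile 45.2 with exon-weighted values, 0.25 over the 8 listed in both libraries and above 0 with TPM. The genes listed as falls had a median of 0.01 over 8 members, at percentile 60.5. With exon-weighted values the median of the falls was 0.12, at percentile 93.1, and it was above 0 with TPM. *Tgfb1* was at 23.4 and 5.13, and at 6.41 and 5.13 as exon-weighted values. Of the mesenchymal genes that the paper measured in cultured 4T1 cells, *Vim* was at 283 and 164, *Fn1* at 174 and 189 and *Twist1* at 4.94 and 4.13, while *Snai2* had no listed transcript.

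Over 10420 genes in whole tumor, 1839 were higher and 1822 lower by a factor of 2 or more with LFPRLR SMO, a share of 50.2% higher, against 99.5% with TPM, 38.2% with exon-weighted values and 25.3% with exon-weighted values over genes listed in both libraries. Of these, 906 had a value with LFPRLR SMO alone and 843 with Control SMO alone, and with exon-weighted values 341 and 332 did. Of the 1839 and 1822 genes, 291 and 585 were called in the same direction with exon-weighted values. Among the 10 largest falls, 8 stayed past a factor of 2 with exon-weighted values, and among the 10 largest rises also 8, while with transcripts of at least 300 bases only 5 and 7 did. Of these falls and rises, 5 and 6 were listed in 1 library only, so that the pseudocount sets their ratio. They include all 5 falls that stayed with transcripts of at least 300 bases, and none of the 5 falls with values in both libraries did. *H2-Ab1*, an MHC class II chain, was at 2742 with Control SMO and 16.4 with LFPRLR SMO, and at 406 and 15.4 as exon-weighted values, but at 23.5 and 16.4 over transcripts of at least 300 bases. *Chchd2*, a mitochondrial protein, was at 91.9 and 3.29, and at 21.1 and 2.04 as exon-weighted values, but had no transcript of at least 300 bases with Control SMO. *Ap1s3*, a subunit of a clathrin adaptor, was at 5.42 and 135, and at 4.79 and 47.8 as exon-weighted values. *Gadd45a*, a gene of the response to DNA damage, had no assigned transcript with Control SMO and an FPKM of 42.7 with LFPRLR SMO, and exon-weighted values of 7.01 and 21.4.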
